# eIF6 coordinates insulin sensitivity and lipid metabolism by coupling translation to transcription

**DOI:** 10.1038/ncomms9261

**Published:** 2015-09-18

**Authors:** Daniela Brina, Annarita Miluzio, Sara Ricciardi, Kim Clarke, Peter K. Davidsen, Gabriella Viero, Toma Tebaldi, Nina Offenhäuser, Jan Rozman, Birgit Rathkolb, Susanne Neschen, Martin Klingenspor, Eckhard Wolf, Valerie Gailus-Durner, Helmut Fuchs, Martin Hrabe de Angelis, Alessandro Quattrone, Francesco Falciani, Stefano Biffo

## Abstract

Insulin regulates glycaemia, lipogenesis and increases mRNA translation. Cells with reduced eukaryotic initiation factor 6 (eIF6) do not increase translation in response to insulin. The role of insulin-regulated translation is unknown. Here we show that reduction of insulin-regulated translation in mice heterozygous for eIF6 results in normal glycaemia, but less blood cholesterol and triglycerides. eIF6 controls fatty acid synthesis and glycolysis in a cell autonomous fashion. eIF6 acts by exerting translational control of adipogenic transcription factors like C/EBPβ, C/EBPδ and ATF4 that have G/C rich or uORF sequences in their 5′ UTR. The outcome of the translational activation by eIF6 is a reshaping of gene expression with increased levels of lipogenic and glycolytic enzymes. Finally, eIF6 levels modulate histone acetylation and amounts of rate-limiting fatty acid synthase (Fasn) mRNA. Since obesity, type 2 diabetes, and cancer require a Fasn-driven lipogenic state, we propose that eIF6 could be a therapeutic target for these diseases.

## Abstract (web summary)

Insulin enhances mRNA translation via the translation initiation factor eIF6. Here, Brina *et al*. show that insulin-mediated activation of eIF6 is associated with the selective translation of genes involved in glycolysis and lipid synthesis with characteristic G/C-rich and uORF sequences in their mRNA.

Insulin controls glycaemia. Insulin resistance, the lack of responsiveness to insulin, is at the basis of the pathogenesis of many metabolic disorders, widespread in the world population and constantly growing^1^. Nonalcoholic fatty liver disease is the most common liver disorder in the Western world^2^ and is universally associated with hepatic insulin resistance, which increases the risk of impaired control of fasting glycaemia and of type 2 diabetes^3^. The understanding of the molecular mechanism of insulin action provides a tool to optimize strategies to overcome insulin resistance.

Insulin induces a multifocal response that includes glucose uptake, signalling to the transcriptional machinery and an increase in translation^4^. It is well know how insulin transmit signals to the translational machinery^5^. Briefly, mTOR kinase is a central player in translation^6^. Insulin stimulates mTORc1 (complex I) and mTORc2 (complex 2) activity. mTORc1 regulates the formation of the cap complex eIF4F and it phosphorylates 4E-BPs, releasing the cap complex binding protein eIF4E (ref. 7). Free eIF4E assembles in the eIF4F complex, which contains mRNA, eIF4A helicase and eIF4G. The eIF4F complex binds 43S ribosomal subunits leading to the formation of 48S preinitiation complexes and subsequent activation of cap-dependent translation. Therefore, the insulin-mTORc1-eIF4F axis controls the translational efficiency of specific mRNAs downstream of mTORc1 activity. In the context of insulin, inactivation of regulators 4E-BP1 and 4E-BP2 causes insulin resistance^8^, and treatment with rapamycin and its analogues (rapalogues) generates glucose intolerance^9^ or even the onset of insulin resistance^10^. These data leave unresolved the issue on the druggability of the translational apparatus in metabolic syndromes. In cycling cells, mTOR activation results in the induction of cell growth and cell cycle progression^7^. Consistently, inhibition of mTORc1 dependent translation by rapalogs has an anti-neoplastic effect in selective cancers with PI3K-mTOR activation^11^,^12^.

The RAS/MAPK pathway converges also on translation^7^. Cancer patients with RAS mutations are insensitive to mTORc1 inhibition^13^. The insensitivity to rapamycin inhibition of cells with mutated RAS suggests that other initiation factors act independently from mTOR among them, eIF4E and eIF6. eIF4E phosphorylation is regulated by the RAS-Mnk1/2 cascade and, in the context of cancer, constitutive eIF4E activation is associated with tumour progression^14^,^15^. eIF6 is an initiation factor acting independently from mTOR^16^. eIF6 heterozygosity restrains tumourigenesis and leads to a striking increased survival in a mouse model of Eμ-Myc lymphoma^17^. eIF6 amplification occurs in luminal breast cancer^18^. eIF6 is an anti-association factor that prevent formation of inactive 80S complex, by binding to 60S (ref. 19). eIF6 phosphorylation is stimulated by phorbol esters inducing protein kinase C (PKC) activation and in response to insulin^20^. The C terminus of eIF6 has multiple phosphorylation sites including Ser235 (ref. 21). Normal eIF6 sustains translation, whereas a Ser235Ala mutant does not^22^. The protective effects of eIF6 depletion on tumour growth and the specific action of eIF6 on insulin-stimulated translation suggest that eIF6 and 60S availability control the translation of specific mRNAs. eIF6 has been reported to regulate miRNA-based repression, but this role has not been confirmed by further studies^23^. Thus eIF6 targets remain unknown.

Driver regulatory *cis*-sequences in the 5′ untranslated region (UTR) or 3′ UTR of mRNAs may account for differential translation. Growth factors stimulate the translation of 5′structured or G/C containing mRNAs that encode for proteins necessary for cell cycle progression^24^ and/or of terminal oligopyrimidine tract (TOP) mRNAs encoding for ribosomal proteins^25^,^26^ or pyrimidine-rich translational elements^25^. Cellular Internal Ribosome Entry Site may sustain translation in the absence of nutrients^27^. Upstream open reading frame (uORF) sequences regulate translation in conditions of amino-acid deprivation, dsRNA infection, unfolded protein response (UPR)^28^. Loss of eIF4F integrity by eIF4G depletion has been shown to affect polysomal association of uORF-containing mRNAs, suggesting that uORFs might have other functions, independent from amino-acid deprivation or UPR^29^.

In conclusion several questions arise: (i) what is the physiological action of the insulin-eIF6 axis? (ii) are specific mRNAs preferentially translated upon activation of eIF6? (iii) is eIF6 targetable? To address these questions we combined analysis on mouse, human and cellular models. We found that eIF6 translational activity is necessary to co-ordinate an integrated translational response that shapes the metabolism of cells. We show that eIF6 is an initiation factor that activates *de novo* lipogenesis and affects insulin sensitivity. Our data support a model in which eIF6-driven translation reinforces insulin-stimulated lipid synthesis and may become a therapeutic target in metabolic syndromes.

## Results

### eIF6 is required for efficient lipid synthesis *in vivo*

eIF6 heterozygous (het) cells express 50% eIF6 compared with wild type (wt), have normal basal translation, but impaired insulin-stimulated translation^22^. eIF6 het mice are healthy, leaner^22^ and resistant to Myc-induced lymphomagenesis compared with wt ones^17^. We employed a cohort of wt and het mice, *n*=40, in a pure C57BL/6 genetic background (Supplementary Fig. 1a,b). We analysed liver polysome peaks as an indicator of initiation of translation, *in vivo*, after feeding. Polysomes from eIF6 het mice were lower than in wt, consistent with reduced initiation of translation, *in vivo* (Fig. 1a) after feeding. During fasting, eIF6 het mice displayed a polysome profile similar to wt ones (Supplementary Fig. 1c). This model therefore allows the analysis of the physiological role of translation *in vivo*, after feeding. We first asked whether glycemic control is maintained in conditions of eIF6 deficiency. To evaluate glucose tolerance, we performed a glucose tolerance test (GTT). We found that eIF6 het mice had normal response to glucose load (Fig. 1b). A broad clinical chemistry analysis revealed that in refed conditions eIF6 het mice had reduced blood cholesterol levels (Fig. 1c), triglycerides (Fig. 1d), liver triglycerydes (Fig. 1e), non-essential fatty acids (Supplementary Fig. 1d). Glycaemia was slightly lower in both fasted and refed conditions (Supplementary Fig. 1d). Insulin levels were lower in fasting conditions (Supplementary Fig. 1d). All other parameters in fasting were identical between wt and het mice (Supplementary Fig. 1d). Markers for hepatic function were identical between wt and het mice, suggesting overall normal hepatic function (Supplementary Fig. 1e). In liver, insulin stimulates glucose storage through stimulation of glycogen synthesis. We found that eIF6 het had glycogen levels identical to wt mice (Supplementary Fig. 1f,g). Liver ATP levels were lower in eIF6 het mice compared to wt (Fig. 1f). In conclusion, eIF6 mice have impaired insulin-stimulated translation^22^ accompanied by reduction of blood and liver lipid levels without impairment of glucose blood control and glycogen synthesis.

To define whether the translational deficit on insulin stimulation has an impact in pathological conditions, we tested the response of eIF6 het mice to a high-fat diet (HFD) regimen: we found that eIF6 het mice had a reduced weight gain during HFD compared with wt controls (Fig. 1g) but no substantial difference in glucose tolerance (Supplementary Fig. 1h) and insulin levels at time 0 (Supplementary Fig. 1i). Nonetheless, insulin levels were significantly lower in het mice compared with wt mice after 120 min from glucose injection (Fig. 1h). However, an insulin tolerance test (ITT) showed that eIF6 het mice responded better to insulin (Fig. 1i; Supplementary Fig. 1j). Following a HFD, eIF6 het mice showed increased liver-X-ray attenuation and decreased triglycerides (TG) levels compared with wt mice (Fig. 1j,k) demonstrating reduced hepatic lipid content. At autopsy, eIF6 het livers were less enlarged (Supplementary Fig. 1k). We analysed whether a relationship between eIF6 levels and insulin resistance, could be found in humans. The homoeostasis model assessment of insulin resistance (HOMA-IR) is an established measure of whole-body insulin sensitivity, the higher the value the more insulin resistant. We data-mined the relationship between subcutaneous fat expression levels of eIF6 and HOMA-IR. We found (Fig. 1l) that eIF6 expression negatively correlates with insulin sensitivity, as an independent factor (Fig. 1l).

In conclusion, our data demonstrate that the impairment of translation due to eIF6 depletion affects liver lipid metabolism leading to reduced susceptibility to hepatic lipid accumulation.

### eIF6 stimulates fatty acid synthesis cell autonomously

Changes in blood cholesterol and in ATP liver levels raise the question whether the metabolic changes driven by eIF6 are cell autonomous or due to indirect systemic events such as, for instance, reduced food intake/absorption or increased basal metabolic rate. We analysed metabolic parameters from primary hepatocytes isolated from mice (Fig. 2a). eIF6 het hepatocytes have 50% eIF6 protein compared with wt (Supplementary Fig. 2a), and, consistent with the *in vivo* phenotype, they fail to increase protein synthesis after insulin stimulation (Supplementary Fig. 2b). Glucose uptake of eIF6 het cells was identical to wt, consistent with the normal GTT observed *in vivo* (Supplementary Fig. 2c). Glucose uptake was also normal in eIF6-depleted 3T3-L1 cells (Supplementary Fig. 2d). Notably, primary eIF6 het hepatocytes, compared with wt ones, showed a significant reduction of *de novo* lipogenesis (Fig. 2b). Insulin stimulates glycolysis. We found that primary het hepatocytes had a significant reduction of glycolysis, as measured by lactate secretion (Fig. 2c). Fatty acid oxidation under feeding (Fig. 2d) was not significantly changed between wt and het. Hepatocytes from eIF6 het mice also had a reduction in ATP concentration (Fig. 2e). These results mirror the liver condition, *in vivo*, as described in Fig. 1. To investigate if eIF6 acutely controlled ATP levels, we either silenced eIF6 by lentiviral-mediated shRNA in wt hepatocytes or re-expressed eIF6 by lentiviral-mediated infection in het hepatocytes. Briefly, we found that, in wt hepatocytes, eIF6 acute depletion reduced intracellular ATP (Fig. 2f), whereas eIF6 overexpression, in het ones, increased it (Fig. 2g). We asked whether eIF6 might steer the metabolic activity of established cell lines. AML12 cells are derived from non-tumourigenic murine liver hepatocytes. In AML12 cells, we found that depletion of eIF6 by shRNA reduced glycolysis, measured as lactate secretion (Fig. 2h), and ATP content (Fig. 2i).

The mTORc1 pathway is involved in the response to nutrients and growth factors. We tested whether eIF6 acts upstream of mTORc1 activation. Modulation of eIF6 levels did not affect phosphorylation of rpS6 at Ser235, a substrate of mTORc1-S6K cascade, and 4E-BP1, a substrate of mTORc1 (Supplementary Fig. 2e). Taken together data demonstrate that eIF6 translational activity steers the metabolism of cells in a cell autonomous fashion. Specifically, eIF6 induces glycolysis and fatty acid synthesis.

### Insulin-eIF6 modulate translation of lipogenic factors

Data from Figs 1 and 2 suggest that eIF6 drives the translation of specific factors that regulate a lipogenic switch. We analysed how eIF6 modulates insulin-stimulated translation by using a fast doxycycline-inducible system, combined with polysomal microarray. Forty-eight hours after doxycycline treatment, AML12 cells with inducible eIF6 shRNA presented a reduction of eIF6 (Supplementary Fig. 3a) and resistance to insulin-stimulated methionine incorporation (Supplementary Fig. 3b). Polysomal analysis of insulin-stimulated cells showed that eIF6 downregulation reduced the polysome/80S ratio as expected by the loss of eIF6 anti-association activity (Fig. 3a). In unstimulated conditions eIF6 deficiency did not affect polysome peaks (Supplementary Fig. 3c).

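AML12 cells are a non-tumourigenic line of mouse hepatocytes. They carried either a scramble shRNA or an shRNA against eIF6, each switched on by doxycycline. After 48 h of doxycycline the cells received insulin for 1 h. The methods give the insulin as 100 nM, and the labels of the samples give 100 nM in one place and 100 mM in another. RNA was then taken from sucrose gradients as a polysomal and a subpolysomal fraction, and each RNA was hybridized on its own one-colour Agilent array. There were 4 groups (scramble or eIF6 shRNA, polysomal or subpolysomal RNA) with 4 arrays each. The 16 arrays lay on 4 slides, and each slide held 1 array of every group. The authors deposited the scanner software's intensity for each spot, corrected for background and not normalized between arrays. Each array had 44397 spots, controls included, among them 39429 different probes for 30214 gene names. In scramble cells, between 20557 and 22491 probes per subpolysomal array (median 22144) and between 22575 and 24071 per polysomal array (median 23970) were well above background. In eIF6 shRNA cells these numbers were 20194 to 24957 (median 21459.5) and 22070 to 24529 (median 23498.5). No spot was saturated, and the number of arrays limits the precision of what follows.
The intensities of the probes that passed a detection filter were quantile normalized on the log2 scale and averaged over the probes of a gene. The linear models of limma, with 1 mean per group, gave 3 comparisons for each gene. The polysomal change is eIF6 shRNA minus scramble in polysomal RNA, and the subpolysomal change is the same difference in subpolysomal RNA. The change in translational efficiency is the polysomal change minus the subpolysomal change. P values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05.
The mRNA that the shRNA targets, Eif6, lies on chromosome 2 of mm9, where its 3 probes fall on the minus strand between positions 155645718 and 155650961. Its log2 signal on polysomes was 12.95 ± 0.011 (SD, n = 4 arrays) in scramble cells and 11.89 ± 0.08 (SD, n = 4) in eIF6 shRNA cells. This is a polysomal change of -1.05 (standard error 0.08, adjusted p = 1.45e-07 from limma). In subpolysomes the log2 signal was 11.60 ± 0.06 (SD, n = 4) and 11.61 ± 0.14 (SD, n = 4), a change of 0.015 (adjusted p = 0.915 from limma), which is smaller than the spread between arrays. Translational efficiency of Eif6 changed by -1.07 (standard error 0.11, adjusted p = 0.000144), and the change was -0.50, -1.30 and -1.41 for the 3 probes. With each replicate left out in turn, it stayed between -1.13 and -1.01. Scaled to the spike-in probes, whose level varied between arrays, Eif6 changed by -1.36 on polysomes, by -0.22 in subpolysomes and by -1.14 in translational efficiency, and none of these changes was called (adjusted p = 0.117, 0.999 and 1).

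**Figure D1:**
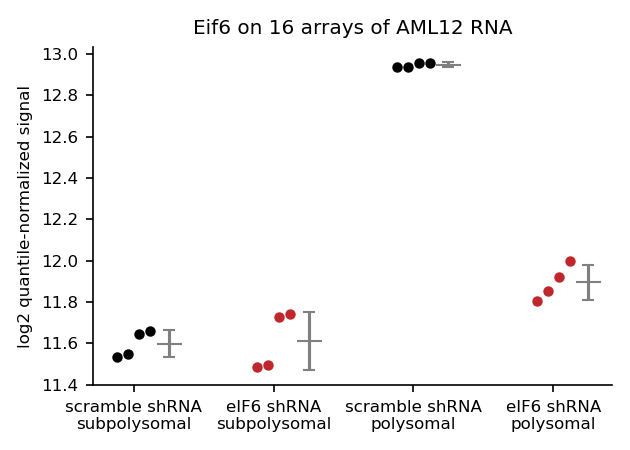
Log2 signal of Eif6 on each of the 16 arrays (y axis) by group (x axis), with the mean and SD of the 4 arrays of a group. The polysomal arrays of eIF6 shRNA cells lie between 11.81 and 12.00, below all polysomal arrays of scramble cells (12.94 to 12.96), and the subpolysomal groups overlap.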

Next, we analysed mRNA from either polysomes or subpolysomes of insulin-stimulated cells by microarray analysis, (*n*=4; Fig. 3b; Supplementary Data 1). The analysis showed that eIF6 depletion induced a decrease in the polysomal occupancy of more than 1,000 mRNAs (Fig. 3b). Moreover, after correcting for polysome occupation, that is, absolute number of polysome associated mRNAs, we found that up to 1/3 of genes expressed in AML12 cells were inhibited by eIF6 depletion (5312/15405; Fig. 3b). 

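Of 19366 genes tested, 2072 were lower and 2147 higher on polysomes of eIF6 shRNA cells than of scramble cells (limma). In subpolysomes, 2388 genes were lower and 2295 higher. All arrays were normalized to the same distribution, so a fall of most genes together would not show in these counts. Scaled to the spike-in probes, 1019 genes were lower and 98 higher on polysomes, and 322 lower and 38 higher in subpolysomes. The changes in both fractions went together. Across genes, which are not independent replicates, the polysomal and the subpolysomal change had a Pearson's r of 0.699 and a Spearman's rho of 0.590. Among the 2072 genes lower on polysomes, 1481 (71.5%) were also called lower in subpolysomes and 6 were called higher there.
Translational efficiency, which sets the polysomal against the subpolysomal change, was lower for 215 genes and higher for 78. Of the 215 genes, 151 were called lower on polysomes, 81 lower in subpolysomes and 70 higher in subpolysomes. At an unadjusted p of 0.05 the counts were 1423 genes lower and 996 higher. The paired t-test of Supplementary Data 1 was run on the share of a gene's signal that lies on polysomes. Uncorrected, it put 1329 genes lower and 1130 higher, and after Benjamini-Hochberg adjustment it called 0 genes in either direction. Single replicates also moved the limma counts. Translational efficiency was called lower for 54 genes without replicate 1, 86 without replicate 2 and 59 without replicate 3, and higher for 20, 24 and 28 genes. Without replicate 4 it was lower for 214 genes and higher for 133.

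**Figure D2:**
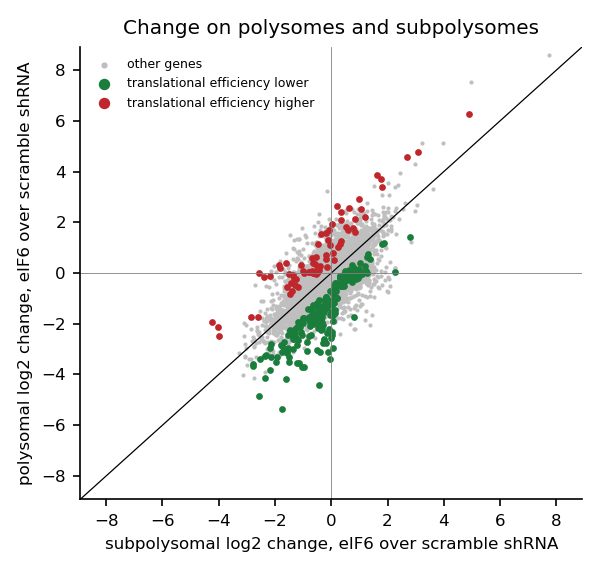
Subpolysomal change (x axis) against polysomal change (y axis) of each of the 19366 genes, both as log2 of eIF6 shRNA over scramble. Colours mark the 215 genes called lower and the 78 called higher in translational efficiency. The line marks equal changes in both fractions, and the genes called lower lie under it and those called higher above it.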

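For this correction, the share of a gene's signal on polysomes was computed as the polysomal signal over the sum of the polysomal and subpolysomal signals, for 4 scramble and 4 eIF6 shRNA cultures. The shares of eIF6 shRNA cells were then multiplied by 0.9, the ratio between the adjusted and the first columns of Supplementary Data 1. With this factor, limma called 2292 genes lower (11.8% of the genes tested) and 47 higher. The median change of the share over all genes was -0.0483. Without the factor, 103 genes were lower and 26 higher. Of the 2292 genes, 692 were called lower on polysomes and 214 were among those with lower translational efficiency.
The unpaired t-test of Supplementary Data 1, applied to the same corrected shares, put 5625 genes (29.1%) lower and 141 higher without adjustment. After Benjamini-Hochberg adjustment it called 2354 lower and 41 higher. The limma count rested strongly on single replicates. It was 36 genes lower without replicate 1, 244 without replicate 2, 78 without replicate 3 and 3058 without replicate 4.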

We conclude that a large subset of mRNAs, ≈1,000, is strongly inhibited, under conditions of insulin stimulation and depletion of eIF6. These mRNAs were further analysed.

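Among the genes with lower translational efficiency, 110 fell 2-fold or more and 26 fell 4-fold or more, with a median log2 change of -1.01. On polysomes alone, 875 of the genes called lower fell 2-fold or more and 238 fell 4-fold or more, with a median of -0.83. Among the genes with higher translational efficiency, 44 rose 2-fold or more.
The genes named next had the largest changes among those called, well above background on every array and without overlap between the shRNAs. A total of 160 lower and 37 higher genes met this. Dpep1 encodes a dipeptidase, and its probe lies on chromosome 8 of mm9 from 125724996 to 125725055. Its translational efficiency changed by -2.58 (standard error 0.23, adjusted p = 6.31e-05 from limma), with a polysomal change of -4.18 and a subpolysomal change of -1.60. Pdgfrl, which encodes a protein like the receptor of platelet-derived growth factor, followed with -2.54 in translational efficiency and no called change in subpolysomes. Ptx3, a pentraxin gene, changed by -2.53, and without replicate 1 it was no longer called (adjusted p = 0.0531). Col1a2, the gene of a type I collagen chain, changed by -2.31 and Rcn3, of a calcium-binding protein, by -2.23. The largest increases were those of the histone gene Hist3h2ba (2.02), Bdh2 (1.98), Aldoc (1.81), the histone gene Hist2h3c2 (1.25) and Pde4c (1.19). For Hist3h2ba and Bdh2 the increase lay mainly in lower subpolysomal signal (changes of -1.81 and -1.61), and for Aldoc in higher polysomal signal (1.71). Hist3h2ba was not called without replicate 1 (adjusted p = 0.0644), nor Hist2h3c2 without replicate 1, 2 or 3 (adjusted p = 0.0883, 0.0607 and 0.0511). Scaled to the spike-in probes, all 10 kept the sign of their change, and Dpep1 was the only one still called in translational efficiency (adjusted p = 0.00918).
The paper concludes that about 1000 mRNAs, a large subset, are strongly inhibited when eIF6 is depleted under insulin.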

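In place of Gene Ontology terms, 8 lists of genes fixed by their symbols were tested for a change in translational efficiency with camera, which compares the genes of a list with all others. P values were adjusted over the 8 lists. Ribosomal protein mRNAs were lower (adjusted p = 1.03e-07), with a median log2 change of -0.17 and 61 of 81 genes below 0. Their median change was 0.018 on polysomes, where scaling to the spike-in probes gave -0.399 beside -0.472 for all genes, and 0.17 in subpolysomes. The mRNAs of 60 translation factors, Eif6 not included, had a median of -0.046 (adjusted p = 0.374), and were called lower under scaling to the 75th percentile (adjusted p = 0.0291). Among the metabolic lists, the median was -0.054 for 21 glycolysis genes (adjusted p = 0.462), -0.062 for 20 genes of cholesterol synthesis (adjusted p = 0.337) and 0.039 for 17 genes of fatty acid synthesis (adjusted p = 0.948). For fatty acid synthesis the direction of the test reversed without replicate 2 or 3, and the median was -0.0195 under scaling to the 75th percentile and -0.199 under scaling to the spike-in probes, beside -0.0284 and -0.208 for all genes. For 90 genes of oxidative phosphorylation the median was -0.014 while the mean (0.019) and the test pointed up (adjusted p = 0.879), and the test pointed down under scaling to the 75th percentile.
Collagen mRNAs were lower (adjusted p = 0.014), with a median of -0.084 and a mean of -0.30 over 30 genes, and were not called without replicate 2 (adjusted p = 0.258). Histone mRNAs were higher (adjusted p = 1.52e-17), with a median of 0.48 and 4 of 47 genes below 0. The histone median was -0.16 on polysomes and -0.69 in subpolysomes. The medians of ribosomal proteins, collagens and histones in translational efficiency kept their sign under scaling to the 75th percentile (-0.425, -0.23 and 0.431), to the spike-in probes (-0.604, -0.41 and 0.252, beside -0.208 for all genes) and with each fraction normalized on its own (-0.193, -0.207 and 0.569). Collagens and histones were chosen after the first part of Supplementary Data 1, which holds the same arrays, had been seen, so these results are not independent evidence. camera assumes a correlation of 0.01 between genes of a list. fry is a rotation test without this assumption. It asks whether the genes of a list change at all, not whether they differ from all others. With fry, ribosomal proteins (adjusted p = 0.0453) and histones (adjusted p = 0.035) were called and collagens (adjusted p = 0.117) were not. With camera and a correlation estimated from the arrays, no list was called (adjusted p = 0.292 for histones, and 0.414 for both ribosomal proteins and collagens).
The lists were also tested in each fraction, a comparison reported after its values had been seen. On polysomes, collagens were lower (median -0.57, adjusted p = 2.97e-06 with camera and 2.25e-07 with fry). Cholesterol synthesis was called higher there with fry (median 0.14, adjusted p = 0.0114) and not with camera (adjusted p = 0.378), and neither test called another list. In subpolysomes, both tests called collagens (median -0.42) and histones lower, and cholesterol synthesis (median 0.18) and ribosomal proteins higher, with camera's adjusted p = 5.03e-05, 1.18e-13, 0.0178 and 5.27e-06. With the estimated correlation no list was called in either fraction. After scaling to the spike-in probes, the medians of collagens were -1.09 on polysomes and -0.701 in subpolysomes and those of cholesterol synthesis -0.309 and -0.0958, beside -0.472 and -0.232 for all genes. These tests were not repeated without single replicates.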

Gene ontology analysis of strongly inhibited mRNAs showed that they participated to metabolic processes and translation (Fig. 3c). Notably, sterol regulatory element binding protein 1 (SREBP1), a transcription factor controlling glucose metabolism and fatty acid production, modulated by mTOR (ref. 30), was not found regulated at the polysomal level by eIF6 (Supplementary Data 1). 

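Srebf1, the gene of SREBP1, has 1 probe, on chromosome 11 of mm9 from 60012664 to 60012723, which was well above background on all 16 arrays. Its log2 signal on polysomes was 6.38 ± 0.33 (SD, n = 4 arrays) in scramble cells and 6.59 ± 0.68 (SD, n = 4) in eIF6 shRNA cells. The polysomal change was 0.21 (standard error 0.28, adjusted p = 0.687 from limma), smaller than the spread between arrays. It lay between 0.078 and 0.41 with each replicate left out in turn. With spike-in scaling the change was -0.28 (adjusted p = 0.752), beside a median of -0.472 for all genes. In simulated data with 200 of 19337 genes changed, polysomal changes of 0.75 were called in 50% of the genes given them. A change of that size or smaller can thus go uncalled. Fewer genes were changed there than were called on these arrays, and genes of all spreads were counted. The share is therefore not the power for Srebf1.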

Sequence analysis demonstrated that the most affected mRNAs inhibited by eIF6 depletion contained G/C rich regions in their 5′ UTR (Fig. 3d). 

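The 6 transcription factors of Fig. 3e were tested in each fraction. Ebf1 has its probe on chromosome 11 of mm9, from 44818438 to 44818497. Its log2 signal on polysomes was 8.21 ± 0.13 (SD, n = 4 arrays) in scramble cells and 6.26 ± 0.15 (SD, n = 4) in eIF6 shRNA cells, a polysomal change of -1.94 (standard error 0.11, adjusted p = 6.28e-09 from limma). Aebp1 (chromosome 11, 5772031 to 5772090) changed by -1.23 on polysomes (adjusted p = 4.9e-07). Cebpd, the gene of C/EBPδ (chromosome 16, 15888459 to 15888518), changed by -0.95 (adjusted p = 1.88e-05). Zfp467, with 4 probes on chromosome 6, changed by -0.92 (adjusted p = 3.47e-05), but its brightest probe alone changed by -0.26 and was not called (adjusted p = 0.142). Another probe of Zfp467 was dim in eIF6 shRNA cells. It was well above background there on 1 of 4 subpolysomal and 3 of 4 polysomal arrays. Zfp423, with 3 probes on chromosome 8, changed by -0.93 (adjusted p = 0.00359), and its brightest probe alone gave 0.053 (adjusted p = 0.858). Its other 2 probes were well above background on 4 and 3 of 4 polysomal arrays of scramble cells, both on 1 of 4 of eIF6 shRNA cells and both on 0 of 4 subpolysomal arrays of either shRNA. Nr1i2 (chromosome 16, 38248745 to 38248804) was well above background on 3 of 4 polysomal arrays of scramble cells and on 0 of 4 of eIF6 shRNA cells. With each polysomal value of eIF6 shRNA cells raised to the lowest signal well above background on its array, Nr1i2 was 1.82-fold lower. This value holds for the scanner software's background correction. It is no strict bound, since a probe can read above that lowest signal without being well above background. Nr1i2 did so on scramble subpolysomal array 3 (3.439 against 3.437). With normexp and its offset of 50, which draws dim signals together, the polysomal change was -0.18 (adjusted p = 0.0164). Dim signals allow no value for its translational efficiency. All 6 were called lower on polysomes. Scaled to the spike-in probes they were lower too, but Cebpd (adjusted p = 0.0694) and Zfp423 (adjusted p = 0.0595) were not called.
In subpolysomes, 3 of the 6 were also called lower, namely Ebf1 (-1.42), Aebp1 (-0.86) and Zfp467 (-0.71, and 0.096 for its brightest probe). The mean of Zfp467 includes its dim probe (-1.935), and the remaining probes changed by -0.71 and -0.275. In translational efficiency, Cebpd was called (-0.78, adjusted p = 0.027), and it was not called without replicate 1, 2 or 3 (adjusted p = 0.0994, 0.24 and 0.328). The changes of the other genes were -0.52 for Ebf1 (adjusted p = 0.118), -0.38 for Aebp1 (adjusted p = 0.283) and -0.22 for Zfp467 (adjusted p = 0.666). The mean of Zfp467 includes 0.28 from its dim probe, and its probes well above background on every array gave -0.30, -0.48 and -0.36. For Zfp423 the brightest probe gave -0.46 and was not called (adjusted p = 0.343), and the mean with its dim probes is not given. Ebf1 was called under scaling to the 75th percentile (adjusted p = 0.007), with each fraction normalized on its own (adjusted p = 0.0137) and with the slide in the model (adjusted p = 0.0412). Cebpd was not called with spike-in scaling. Adjusted over the list alone, 6 of 6 were called on polysomes, 4 in subpolysomes (Zfp423 with its dim probes among them) and 4 in translational efficiency (Nr1i2 with its dim signals among them). The study chose these genes on the same arrays, so counts over the list alone are not independent evidence.

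**Figure D3:**
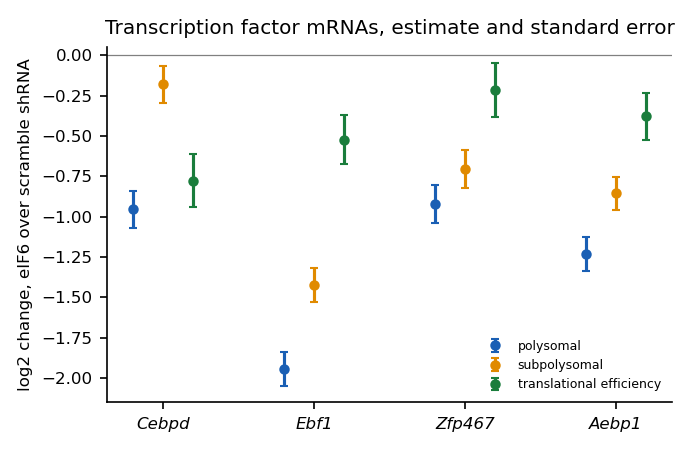
Polysomal, subpolysomal and translational efficiency change (y axis, log2 of eIF6 shRNA over scramble) of 4 of these transcription factors (x axis), with Nr1i2 and Zfp423 left out for their dim probes, and bars for the standard errors from limma. The values of Zfp467 are means that include a dim probe. For Ebf1 the polysomal change of -1.94 stands beside a subpolysomal change of -1.42, and for Cebpd -0.95 stands beside -0.18.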

Several transcription factors involved in lipid synthesis were in the group of G/C rich mRNAs downregulated at the polysomal level by eIF6 depletion (Fig. 3e). By contrast, mRNAs with less G/C content competed more favourably onto polysomes (Fig. 3d), in the absence of eIF6. Next, we tested the relevance of polysomal predictions by quantifying, for some adipogenic transcription factors, the eIF6-based regulation at the protein level. C/EBPδ (ref. 31) is an adipogenic transcription factor^32^. We found that eIF6 positively regulates C/EBPδ protein, as predicted by polysomal abundance, that is, eIF6 depletion reduces C/EBPδ protein and eIF6 upregulation increases it (Fig. 3f). In the same conditions, C/EBPδ mRNA was downregulated on polysomes by eIF6 depletion (Supplementary Fig. 3d). Sequence analysis of lipogenic transcription factors downregulated on polysomes by eIF6 depletion showed also the presence of uORF-containing mRNAs. uORF repress translation, acting as insulators of the downstream ORF, unless released by either reinitiation or leaky scanning. Classically, uORF have been associated to sensing stress, including amino-acid deficiency^33^,^34^. Our experiments suggest that transcription factors containing uORF may be (also) involved in lipid biosynthesis. We tested two transcription factors containing established uORF sequences, C/EBPβ and ATF4. C/EBPβ regulates adipogenesis^35^. C/EBPβ mRNA generates, through alternative translation three isoforms, LAP* (C/EBPβ), LAP and LIP (ref. 36). eIF6 shRNA downregulated C/EBPβ mRNA polysomal occupancy (Supplementary Fig. 3e). In the same condition, we observed that LIP translation product of C/EBPβ was consistently downregulated, whereas LAP was not (Figs 3g and 5e). ATF4 is a classical transcription factor with uORFs regulated at the translation level by reinitiation. ATF4 is robustly linked to the UPR^37^. However, the *in vivo* phenotype of ATF4 depletion resembles eIF6 knockout phenotype with lower cholesterolemia and resistance to fat accumulation^38^. Then, we used an ATF4 uORFs-containing mRNA upstream of a luciferase reporter, to specifically measure its translational efficiency in conditions of eIF6 modulation. We found that eIF6 depletion reduces ATF4 reporter activity and eIF6 overexpression increases it (Fig. 3h).

In conclusion, we demonstrate that reduced eIF6 blunts insulin-regulated translation of specific mRNAs regulating metabolism. Specifically, we find a robust change in the translational activation of multiple transcription factors involved in lipogenesis, which fits the data presented in Figs 1 and 2, and predicts further gene-expression modulation.

### eIF6 axis elicits a translation to transcription programme

The liver is a major insulin-responsive organ that responds to high nutrients and high insulin by the induction of protein synthesis. Driven by the observations that eIF6 regulates *de novo* lipogenesis and the translation of (some) lipogenic transcription factors, we aimed at defining the genes affected downstream. We simultaneously assessed steady-state mRNA levels and polysome associated mRNAs in liver of wt and het mice under feeding conditions (Supplementary Data 2). We describe for clarity only mRNAs whose levels change at the steady state (total).The gene-expression signature of eIF6 depletion, at the steady-state mRNA level, was consistent with the metabolic and rapid translational changes mastered by eIF6 activity, and extended them. Briefly, eIF6 depletion induced a peculiar gene-expression signature marked by the downregulation of mRNAs encoding for key proteins regulating cell cycle, DNA packaging, cholesterol and lipid biosynthesis and glycolysis (Fig. 4a,b; Supplementary Fig. 4a). The lipid biosynthetic programme was affected in liver and fat, but not in brain (Fig. 4b).

Gene ontology analysis demonstrated that all enzymes involved in fatty acid, sterol synthesis and glycolysis were significantly decreased more than twofold by eIF6 depletion (Fig. 4c). Among them, we found ATP cytrate lyase, acetyl-CoA carboxylase 1 and the rate-limiting enzymes fatty acid synthase (Fasn) involved in lipogenesis, elongation of long-chain fatty acids family member 6 and stearoyl-CoA desaturase 1 catalysing fatty acids elongation and desaturation step; Hmg-Coenzyme A synthase and Hmg-Coenzyme A reductase (Hmgcr) involved in cholesterol biosynthesis. Srebp2, a cholesterol regulatory transcription factor was downregulated in het liver (Supplementary Fig. 4). Two major insulin-regulated transcription factors were found upregulated upon eIF6 depletion: Foxo1, suggesting a strong link between insulin signalling and eIF6-driven metabolic control and Pgc1-α (ref. 39), which is a key transcription factor involved in mitochondrial biogenesis and downregulated during lipogenesis (Supplementary Fig. 4c. Messenger RNAs differentially affected at the steady-state level by chronic eIF6 depletion, *in vivo*, were validated on multiple samples and ages (Fig. 4d; Supplementary Fig. 4b,c). For Fasn, Hmgcr, Pgc1-α and Foxo1 these changes were also confirmed at the protein level (Fig. 4e).

Next, we asked whether eIF6-induced changes were limited to the liver or also present in other insulin-responsive organs. White adipose tissue is controlled by systemic insulin. In contrast, the brain is unresponsive to systemic insulin due to the blood–brain barrier. eIF6 depletion induced co-ordinated changes in gene expression in fat and liver, but not in the brain (Fig. 4b; Supplementary Data 3). Intriguingly, eIF6 het fat and liver shared the downregulation of pathways regulating lipid and cholesterol synthesis (Fig. 4b,c). Muscle is also a major insulin responder. Analysis of liver, fat, muscle and brain at different ages showed that chronic eIF6 depletion caused a co-ordinated downregulation of Fasn mRNA and an increase in Pgc1-α mRNA^39^ in all insulin-responsive tissues, but not in brain (Supplementary Fig. 4c). Consistent trends were in general observed for muscle, fat and liver, but not brain for all genes studied with the notable exceptions of Zbtb16 that is liver specific and Foxo1, which was not changed in muscle (Supplementary Fig. 4c).

In conclusion, we show that impairment of translation, due to eIF6 depletion, causes a stable and co-ordinated change of gene expression of metabolic key-players at the mRNA level in insulin-responsive tissues, which leads to reduced lipogenesis. Thus, eIF6 is a translational regulator of metabolism, acting upstream of transcription.

### Fasn is a marker of eIF6 activation

Fasn is a rate-limiting enzyme of fatty acid synthesis^40^, primarily induced by insulin. We demonstrated that its levels are downregulated by chronic eIF6 depletion in liver (Fig. 4) and that eIF6 induces the translation of lipogenic transcription factors. We therefore asked whether eIF6 could rapidly induce Fasn mRNA expression. We addressed the question in two models, liver-derived AML12 hepatocytes and mesenchymal stem cells (EMSC) differentiated to adipocytes. We either reconstituted or depleted eIF6 in these models (Fig. 5a). We found that depletion of eIF6 by using an inducible shRNA for eIF6 in AML12 hepatocytes led to a reduction of Fasn mRNA levels (Fig. 5b). eIF6 depletion led to a reduction of Fasn mRNA also in wt EMSC differentiated to adipocytes (Fig. 5c). Het EMSC differentiated to adipocytes express less eIF6 than wt cells. Next, we re-expressed eIF6 in het EMSC differentiated to adipocytes. Re-expression of eIF6 in het EMSC adipocytes restored Fasn mRNA levels (Fig. 5d).

Three alternative mechanisms may account for Fasn mRNA increase/decrease on eIF6 overexpression or depletion. First, variations in Fasn mRNA stability; second, effects of eIF6 expression on signalling pathways regulating transcription of Fasn mRNA, such as the mTOR pathway; third, translational regulation of transcription factors that shape fatty acid synthesis. To assess Fasn mRNA stability, we performed a time-course experiment after Actinomycin-D treatment in hepatocytes depleted for eIF6 and matched controls. We established that eIF6 depletion does not decrease Fasn mRNA stability (Supplementary Fig. 5a). mTOR controls both translation and lipogenic pathways. To rule out the possibility that eIF6 depletion impaired either the mTOR or the Akt pathway, we checked the phosphorylation state of both mTORc1 and mTORc2 substrates (although eIF6 is not downstream of mTOR activation). We found that eIF6 depletion, although generating a blunted insulin-translational response, does not induce changes in the phosphorylation of lipogenic pathways such as mTORc1, mTORc2 and ERK (Supplementary Fig. 5b). Also phosphorylation of IRS1, Akt, ERK, S6 and 4E-BP1 was not altered in the liver of het mice where eIF6 depletion is prolonged, consistent with insulin signalling unchanged by eIF6 (Supplementary Fig. 5b).

Finally, consistent with the hypothesis that eIF6 regulates Fasn transcription through the translation of transcription factors, depletion or overexpression of eIF6 simultaneously modulated both Fasn protein and C/EBPβ LIP isoform (Fig. 5e). Thus, Fasn expression can be used, in our system, as a model mRNA to test the efficacy of eIF6 inhibition.

### eIF6 targeting results in Fasn modulation

Insulin-resistant conditions, such as obesity and type 2 diabetes, and cancer may arise from a common Fasn-dependent lipogenic state^40^. To discover possible functional connections between drugs action and eIF6 genetic perturbations, we analysed our microarray data through the Connectivity Map tool^41^, an online resource that enables the discovery of functional connections between drugs and genes through the feature of common gene-expression changes (Fig. 6a). We found that eIF6 depletion ‘signature' was similar to the one obtained by two translation inhibitors (Fig. 6b), ciclopirox (inhibiting eIF5A) and puromycin, binding the peptidyl transferase center (PTC) pocket in the large 60S subunit. eIF5A has been recently proposed to stimulate peptide-bond formation between proline residues^42^. Puromycin is an elongation inhibitor and one of the most potent inducer of termination of translation and peptide release. Other translational inhibitors like cycloheximide did not score significantly in this experiment. Two other top scorers were surprising, the histone deacetylase (HDAC) inhibitors, trichostatin A and MS-275 (Fig. 6b). HDAC inhibition has been recently suggested as effective in the treatment of type 2 diabetes^43^. We tested the hypothesis that HDAC inhibitors were able to modulate Fasn expression or eIF6 activity (Fig. 6c), as expected by the connectivity map. Indeed, 48 h treatment with TSA or MS-275 led to a reduction of Fasn mRNA (Fig. 6d). Short-term pulse with TSA or MS-275 did not alter initiation of translation (Supplementary Fig. 6). Since we found that chromatin remodelling appeared also in the Gene Ontology analysis, (see Fig. 4a), we tested the hypothesis that eIF6 regulates histone acetylation. Consistently with the connectivity map, eIF6 downregulation leads to histone hyperacetylation both in liver and in AML12 cells (Fig. 6e).

In several models, eIF6 activation requires phosphorylation of eIF6 Ser235 (refs 17, 22). Targeting eIF6 may be achieved using drugs that reduce eIF6 activation (Fig. 6f) by the PKC pathway^17^,^22^. Therefore, we expressed wt and mutant eIF6 in EMSC cells differentiated to adipocytes and measured eIF6 levels and Fasn expression. Figure 6g,h show that Fasn levels are not increased by Ser235Ala mutant eIF6, but only by wt eIF6.

In conclusion, either blocking eIF6 expression by HDAC inhibition or eIF6 activity by inhibition of its phosphorylation results in Fasn modulation providing proof-of-concept that eIF6 can be targetable. We conclude that the translational branch driven by insulin-eIF6 regulates long-term adaptation to high nutrient levels by eliciting glycolysis and lipogenesis (Fig. 6i).

## Discussion

We demonstrate that eIF6 translational activity regulates the lipogenic programme through the co-ordinated upregulation of enzymes involved in cholesterol and fatty acid synthesis. eIF6 acts in a cell autonomous fashion inducing the translation of lipogenic transcription factors like C/EBPβ, C/EBPδ and ATF4 characterized by rich G/C sequences or uORF in their 5′ UTR. The rate-limiting effect of eIF6 is evident after insulin stimulation. Thus, eIF6 activity links translation with metabolism affecting insulin sensitivity. The stimulatory effect of insulin on translation has been known for decades^44^; nonetheless, neither its physiological significance, nor its relevance for glycemic control is understood. By exploiting the finding that insulin-stimulated translation is blunted in eIF6-depleted cells, we demonstrate that insulin-stimulated translation is functional to the induction of transcriptional changes essential for the metabolic switch toward glycolysis and lipogenesis.

The switch to glycolysis and fatty acid synthesis induced by eIF6 in a cell autonomous fashion has implications in cancer. Indeed, the Warburg effect is a metabolic switch observed in cancer cells, where increased aerobic glycolysis is preferentially used as source of energy over oxidative phosphorylation. In addition, Fasn is a rate-limiting enzyme of *de novo* lipogenesis, a pathway needed to build membranes during oncogenesis^40^. Recently, we reported that eIF6 het mice were highly resistant to Myc-induced lymphomagenesis with up to 40% survival at 1 year. Myc is itself an inducer of glycolysis and protein synthesis^45^,^46^. Therefore, the anti-cancer role of eIF6 inhibition may be linked to its metabolic effect, counteracting Myc action. Transformed cells carrying the Ser235Ala eIF6 mutant, not toxic *in vitro*, cannot grow as xenografts. It follows that the mere hyperactivation of eIF6 and/or the translational machinery can explain part of the Warburg effect. Indeed, eIF6 is highly expressed in human aggressive tumours^47^, also by gene amplification^21^. Thus, our data further stress the powerful role that translation has in tumourigenesis^48^.

eIF6 facilitates the translation of mRNAs with G/C rich or uORFs sequences. We stress two facts. First, uORF-containing or G/C rich mRNAs are generally translated with poor efficiency. Second, eIF6 inhibition decreases also the rate of protein synthesis. It is the combination of qualitative and quantitative effects that results in a highly specific and powerful regulation of lipid biosynthesis, neither of them would be probably sufficient. It must be stressed that this conclusion is relevant, because insulin and growth factors always increase the rate of protein synthesis. The observation that uORFs inhibition is linked to reduction of lipogenesis in eIF6-depleted cells is somewhat unexpected, given the predominant model of their function in the UPR or amino-acid deficiency, but consistent with previous work showing that inhibition of eIF4G reduces loading of these mRNAs on polysomes^29^. We simply suggest that uORF can act as barriers for translation that can be overcome by translational stimulation. As such, they have been evolutionarily selected in mRNAs encoding for transcription factors that exploit high nutrient levels to build an anabolic response. Indeed, ATF4 role in triglycerides synthesis is clear^49^. To address the precise role of translation in the regulation of glucose and lipid metabolism, experiments of knockdown and rescue of uORFs sequences of these specific transcription factors *in vivo* are required. The genetic validation of translational control of metabolism will provide a new model for gene expression and metabolic control.

An unexpected observation is the maintenance of glucose tolerance, glucose uptake and glycogen synthesis in the presence of resistance to insulin-induced translation, observed in eIF6-depleted cells. In contrast, we see decreased glycolysis, fatty acid synthesis and ATP content. This fact underlines the specificity of the transcriptional programme elicited by eIF6 through translation. We provide a simple evolutionary model to explain our data. Glucose-stimulated insulin secretion signals to cells ‘richness' of nutrients. Cells convert this information in stimulation of glycolysis and fatty acid synthesis through the translational apparatus. Future studies are needed to investigate if the changes that we see in glucose and lipid metabolism could be related also to changes in energy charge. Our data fit a model in which eIF6-driven translation is a targetable feed-forward loop that induces insulin resistance and tumour growth. Therefore, we propose that translation, downstream of insulin, acts as a switch for ‘metabolic learning', that is, cells learn that they have nutrients (model, Fig. 6i)^50^.

The effect of eIF6 on translation is not a simple by-product of reduced ribosomal availability. First, knockout of 60S biogenesis factors, like Bop1, impairs ribosome production, but not Fasn levels (D.B., unpublished observations); second, eIF6 knockdown ‘signature' is similar only to puromycin but not to cicloheximide, another elongation inhibitor. Remarkably, puromycin and eIF6 are used together, *in vitro*, to dissociate post-termination ribosomes^51^. Our data would suggest that the anti-association activity of eIF6 is required to avoid inactive 80S formation after termination and allowing the rapid recycling of the free 40S on the adjacent start codon, *in vivo*.

The capability of translation, and eIF6, to steer metabolism has wide implications in diabetes. One surprising observation is that eIF6 inhibition is not pro-diabetic. In contrast, prolonged mTORc1-mediated inhibition of translation by rapamycin promotes diabetes onset^9^,^10^. It is unclear whether this effect is due to the pleiotropic effects of mTOR inhibition or whether this is due to the different step of translation inhibited by rapamycin. Rapamycin inhibits 4E-BPs phosphorylation, impairing the 48S formation step of initation, as well as elongation through eEF2 (ref. 7). eEF2 is linked to adaptation to nutrient deprivation^52^. Our model supports the specificity of eIF6-driven translation.

Our data bring further emphasis on some redundancy of insulin signalling pathways in cells. Good evidence shows that the fatty acid synthesis programme is activated by SREBP1 and highly stimulated by mTORc1 activity. Inhibition of lipogenesis is also a hallmark of mTORc1 inhibition^30^. 

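In subpolysomes of insulin-treated AML12 cells, the log2 signal of Srebf1, which encodes SREBP1, was 6.96 ± 0.25 (SD, n = 4 arrays) with scramble and 7.11 ± 0.27 (SD, n = 4) with eIF6 shRNA. The subpolysomal change was 0.16 (adjusted p = 0.737 from limma). Its translational efficiency changed by 0.051 (standard error 0.39, adjusted p = 0.978). The sign of this last change is not resolved, since it lay between -0.16 and 0.31 with each replicate left out in turn. The subpolysomal change was -0.15 and that of translational efficiency -0.12 under spike-in scaling, beside medians of -0.232 and -0.208 for all genes. These arrays hold RNA from gradient fractions, and total RNA was not measured on them.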

We did not observe changes of SREBP1 at the transcriptional level or on polysomes (Supplementary Data 1-2). We found that the mTOR pathway is not altered by eIF6, as established by analysing pSer473-Akt, p235/236-S6 and 4E-BP1 phosphorylation status. Currently, there is no evidence that eIF6 is below the mTOR cascade. The hyperphosphorylated C terminus of eIF6 is not fully characterized^21^; the only characterized residue, phosphorylated by PKC, is Ser235 (ref. 20). PKC/RACK1 complex phosphorylates eIF6 contributing to its activation and tumour growth^53^ and RACK1 knockout mice have impaired PKC-stimulated translation^54^. In addition, PKCβII knockout have a lean phenotype and display resistance to obesity upon HFD^55^. However, in spite of not being under mTOR control, eIF6 regulates similar downstream processes, as demonstrated by our work. Therefore, the presence of an mTOR insensitive pathway, that through eIF6 controls lipogenesis, is consistent with the presence of alternative pathways converging on the regulation of metabolism. This is supported also by pharmacological evidence that mTOR inhibition can be bypassed by RAS mutations in cancer cells^13^.

In conclusion, we have demonstrated that translational control driven by eIF6 is sufficient to steer metabolic choices in an mTOR-independent fashion. We provide a mechanistic link between obesity and cancer through eIF6 activity.

## Methods

### Mouse colony

eIF6^+/+^ and eIF6^+/−^ mice were generated^22^ and backcrossed to C57BL/6N background (F⩾24). Metabolism experiments were performed also on a mixed 129 background with identical results. Both males and females were used. Experiments were performed with mice aged 1–3 months. The health status of mice was monitored every month according to the Federation of European Laboratory Animal Science Associations (FELASA) recommendations. Animals were genotyped and randomly analysed. There are no inclusion/exclusion criteria. Animal studies were performed on mice that were age-matched. Primary cells were always derived from littermates of the specified genotypes. Most measurements were performed automatically without knowing the genotype of the animals until analysis of data.

All experiments involving mice were performed in accordance to Italian national regulations and experimental protocols reviewed by the local Institutional Animal Care and Use Committees of the San Raffaele Research Institute (IACUC no. 477). After 2010, we complied to Directive 2010/63/EU based on three R principle.

Sample size was calculated by power analysis, set at minimum 85%. The variance is similar between the statistically compared groups. In all cases, and for all measurements at least three independent experiments each with at least two couples of matched experimental subjects were used. The primary phenotypic screening was performed on *n*=40 mice/genotype. Mice were fully randomized. Mice were housed with a 12 h light cycle (0700–1900 hours) and fed a standard rodent chow unless specified. A cohort of mice (*n*=20) was subject to HFD (27% safflower oil) regimen for 36 days. At the end, GTT and ITT were performed and insulin levels were measured.

### PCR analysis

Genotyping of the offspring mice was performed as follows. Briefly, PCR was performed by AmpliTaq Gold (Roche) according to the manufacturer's protocol. A shared primer number 3 (5′- GTGAGTCTGGCTTCATGTG -3′) was designed downstream of the deleted region. This primer can pair with wt allele-specific primer number 2 (5′- CTATGTGGCCTTGGTCCAC -3′) to amplify a 320 bp PCR product or with the targeted allele-specific primer number 1 (5′- GCAGCGCATCGCCTTCTATC -3′) in the neo cassette to amplify a 650 bp fragment from the mutant allele. PCR products were resolved on 1% agarose gel.

### GTT–ITT and clinical chemistry

For GTTs, randomized male mice (*n*=6) were fasted for 16 h and then injected intraperitoneally with 2 g kg^−1^ body weight glucose. Blood glucose values were determined by an automatic glucose monitor (Glucotrend 2, Roche) and Accu-Chek active bands (Roche)^56^. The ITT was performed on mice fasted for 4 h, human insulin was administered by IP injection at 1 U kg^−1^. Blood glucose levels were monitored as above immediately before injection (T0), and at 30, 60 and 120 min after injection. Blood was collected by retro-orbital puncture, centrifuged at 5,000*g* for 10 min and plasmas were used for the measurement of fasting blood glucose, cholesterol, triglycerides, non-essential fatty acids levels and markers of hepatic function by an Olympus AU400 chemistry analyzer.

### Cell cultures

We used 293T (ATCC CRL-3216) and AML12 (ATCC CRL-2254) cells. Cells were tested monthly for mycoplasma, and grown in Dulbecco's modified Eagle's medium/Ham's F-12 (GIBCO) supplemented with 10% foetal bovine serum, a mixture of insulin, transferrin and selenium (Invitrogen), 40 μg ml^−1^ dexamethasone and penicillin/streptomycin/glutamine solution (AML12) or fully supplemented as above but with Dulbecco's Modified Eagle's Medium (DMEM; 293T). After shRNA-carrying lentiviral vector infection(s), cells were selected in 5 μg ml^−1^ puromycin and shRNA was induced with 1 mg ml^−1^ doxycycline. For mRNA stability experiments, actinomycin-D 5 μg ml^−1^was added for 4, 8 and 24 h to AML12 cells. For drugs treatments, cells were treated with ciclopirox 15 μM, trichostatin A 100 nM, MS-275 10 μM and puromycin 7 μM for 30 min before polysome profile analysis or for 48 h for gene-expression analysis.

### Lentiviral infection

293T cells American Type Culture Collection (ATCC) were infected with packaging plasmid VSV-G, PMDLg/pRRE, pREV and transfer vector pCCL-PPT-hPGK^57^. Full-length wt or Ser235Ala mutant eIF6 and GFP were cloned in transfer vector. Primary hepatocytes were infected with eIF6wt-pCCL, eIF6S235A-pCCL and GFP-pCCL. Multiplicity of infection was determined to achieve twofold eIF6 expression by at least triplicate infections. For shRNA experiments, 293T cells were infected with packaging plasmid ENV, pMDG, pΔ8.74 and pGIPZ plasmids carrying scramble shRNA or two eIF6-specific shRNAs, defined after a screening of four sequences. For inducible shRNA of eIF6, pINDUCER11 plasmids kindly provided by Thomas Westbrook were used^58^. Mature antisense sequences were: 5′- AGCTTCCTACTAGCACCTG -3′; 5′- AGAAGTTCTCTGAGCCTCC -3′ (Open Biosystem).

### Dual luciferase assay

Plasmid transfections of AML12 cells at 50% confluency were performed by using calcium phosphate method. Cotransfections of 50% confluent AML12 were carried out in triplicate by using TK-ATF4-Luc fusion plasmids (kindly provided by Ronald C. Wek) and a Renilla luciferase plasmid serving as an internal control (Promega). After transfection (40 h), AML12 cells were treated with thapsigargin at 100 nM for 6 h or with no endoplasmic reticulum (ER) stress. Dual luciferase assays were carried out accordingly to Promega instruction manual after protein quantitation. Mean values o three independent experiments are expressed as the ratio of firefly versus renilla luciferase units (relative light units).

### Ear mesenchymal stem cell culture and adipogenesis

Mesenchymal stem cells from outer ears of eIF6^+/+^ and eIF6^+/−^ mice were collected and differentiated into the adipogenic lineage with DMEM-F12 supplemented with 4% foetal bovine serum, 1.7 μM insulin, 1 μM dexamethasone and 0.5 mM IBMX^59^ for 10 days. Differentiated cells were fixed in 10% buffered formalin and stained with Oil Red O for 10 min. The dye retained by the cells was eluted with isopropanol and quantified by measuring absorbance at 500 nm.

### Hepatocyte isolation

Three-months-old mice or young mice, up to 4 weeks, were anaesthetized by intraperitoneal injection of avertin. Liver was perfused *in situ* through the portal vein with two different perfusion media: T1 solution pH 7.4 (0.9% NaCl, 0.05% KCl, 0.2% HEPES and 0.08 mg ml^−1^ EGTA) and T2 solution pH 7.4 (0.6% NaCl, 0.05% KCl, 1.2% HEPES, 0.07% CaCl_2_ and 3 g ml^−1^ collagenase type I). Flow rate was 5 ml min^−1^. After collagenase digestion, hepatocytes were filtered through a 70 μm cell strainer and passed on a 37.5% PERCOLL cushion (Amersham). Pellet of viable cells was resuspended in DMEM-F12 and recovered at 5% CO_2_, 37 °C for 16 h before starting the experimental procedure^60^. Matched littermates were always analysed in parallel.

### Protein synthesis measurement by ^35^S-methionine labelling

Primary hepatocytes or AML12 hepatocytes were used for analysis of translational rate. Cells were seeded at sub-confluency in six-well plates, and insulin stimulation was performed at 100 nM for 30 min. Metabolic labelling was performed as described previously^22^.

### Glucose uptake

Glucose uptake was measured as the incorporation of radiolabeled 2-deoxyglucose^61^, in hepatocytes and 3T3-L1 differentiated adipocytes. Briefly, 2 × 10^5^ cells per well were grown in 12-well plates and serum-starved for 16 h. The cells were then washed twice with Krebs-Ringers Henseleit (KRH) buffer (20 mM HEPES pH 7.4, 136 mM NaCl, 4.7 mM KCl, 1.25 mM MgSO_4_ and 1.25 mM CaCl_2_) containing 0.1% bovine serum albumin (BSA) and incubated for 15 min in 0.45 ml KRH/BSA, followed by addition of 0.1 μM cold 2-deoxy-D-glucose and 0.5 μCi 2-deoxy-D-[^3^H]-glucose (Perkin Elmer) for 4 min. Following the incubation, cells were placed on ice, washed twice with ice-cold PBS and lysed in 0.5 ml of 0.05% sodium dodecyl sulfate (SDS). The lysate (0.4 ml) was counted in 5 ml of scintillation fluid using a Beckman LS6500 scintillation counter. Rates of non-specific glucose uptake were determined in samples pre-treated for 10 min with cytochalasin B (10 μM, Sigma) and were subtracted from the total uptake. The specific glucose uptake was normalized to protein content.

### Measurements of lactate secretion

Hepatocytes were plated at 2 × 10^5^ cells per well in 12-well dishes in high-glucose medium for 24 h (ref. 62). Cells were switched to serum-free high-glucose medium for 4 h. Lactate secreted into the medium was measured using the fluorescence mode of a Lactate Assay Kit (Biovision). Average of fluorescent intensity was calculated for each condition replicates. Values were normalized to protein content obtained from the same wells^30^.

### *De novo* lipogenesis

Hepatocytes were plated at 2 × 10^5^ cells per well in 12-well dishes in serum-free, high-glucose medium for 20 h. Cells were switched to serum-free, low-glucose (1 gr l^−1^) medium plus 4 μCi ml^−1^ D-[6-^14^C]-glucose (Perkin Elmer) for 4 h before lipid extraction. As a background control, one sample was labelled for just 1 min before extraction. Cells were washed twice with Dulbecco's phosphate-buffered saline (D-PBS) before lysing in 0.5% Triton X-100. The lipid fraction was extracted by sequential addition of chloroform and methanol (2:1 v/v) with vortexing. After washing with water, phase separation was achieved by low-speed centrifugation (1,000 r.p.m., 15 min). ^14^C incorporation into the lower lipid-containing phase was counted in 3 ml scintillation fluid. Each condition was assayed in triplicate. After subtracting background values, average readings were normalized to protein content^30^.

### Fatty acid oxidation

Liver were homogenized in sucrose-Tris-EDTA (STE) buffer containing 0.25 M sucrose, 10 mM Tris and 1 mM EDTA (or EGTA). The reaction mixture (100 mM sucrose, 10 mM Tris-HCl, 5 mM KH_2_PO_4_, 0.2 mM EDTA, 0.3% fatty acid-free BSA, 80 mM KCl, 1 mM MgCl_2_, 2 mM L-carnitine, 0.1 mM malate, 0.05 mM coenzyme A, DTT, ATP and [^14^C]-palmitate) was dispensed in each sample and incubated for 60 min at 37 °C. At the end of the incubation period, the reaction mixture was transferred to vials containing perchloric acid and highly basic filter paper in the cap and incubated for 1 h. Then, the filter paper disc, indicating the amount of CO_2_ liberated by fatty acid oxidation, was transferred to a glass scintillation vial with liquid scintillation counting cocktail. Average counts per minute (c.p.m.) were measured over 3 min (ref. 63).

### ATP content

Liver (200 mg) or AML12 cells were homogenized in 6% (v/v) ice-cold HClO_4_. Extracts were centrifuged at 10,000*g* for 10 min at 4 °C. The acid supernatant was neutralized with KCO_3_ and used for luminometric determination of ATP (ATP determination kit, Molecular Probes) by the method of Lundin^64^.

### Glycogen assay

Liver samples from 5 h-refed mice were homogenized in 6% perchloric acid (500 ml/100 mg tissue). Precipitates were pelleted and the supernatant was collected. One volume of H_2_O was added and the solution was adjusted to pH 6.5 with 10 N KOH. A fraction of each sample was then incubated with five volumes of amyloglucosidase (1 mg ml^−1^ in 0.2 M (pH 4.8) acetate buffer) at 40 °C for 2 h. Glucose concentrations were then determined using the Amplex Red Glucose/Glucose Oxidase Assay Kit (Invitrogen). Samples incubated in the absence of amyloglucosidase were used as baseline controls^62^.

### Histological staining

Tissue samples were excised from eIF6^+/+^ and eIF6^+/−^ mice and immediately fixed in 10% formaldehyde in 0.1 M phosphate buffer (PBS) at pH 7.4. Serial 3 μm sections of paraffin-embedded liver were stained with haematoxylin and eosin for morphological analysis or subjected to PAS staining. Briefly, sections were hydrated and oxidized in 0.5% periodic acid solution for 5 min. Then, slides are placed in Schiff reagent for 15 min. At the end of the procedure, sections were washed in tap water and counterstained with haematoxylin for 1 min. Stained samples were observed in a Zeiss Axiophot microscope and pictures were acquired with Scion Image Software.

### Polysomal profiles

Polysomal profiles were performed as follows. In brief, AML12 were lysed in 30 mM Tris-HCl, pH 7.5, 100 mM NaCl, 30 mM MgCl_2_, 0.1% NP-40, 10 mg ml^−1^ cycloheximide and 30 U ml^−1^ RNasin. The liver was gently homogenized in 50 mM Tris-HCl, pH 7.8, 240 mM KCl, 10 mM MgSO_4_, 5 mM DTT, 250 mM sucrose, 2% Triton X-100, 90 μg ml^−1^ cicloheximide and 30 U m^−1^ RNasin using a glass douncer. Heparin (100 μg ml^−1^) was added to the liver extract. After centrifugation at 12,000 r.p.m. for 10 min at 4 °C, cytoplasmic extracts with equal amounts of RNA was loaded on a 15–50% sucrose gradient and centrifuged at 4 °C in a SW41Ti Beckman rotor for 3 h 30 min at 39,000 r.p.m. Absorbance at 254 nm was recorded by BioLogic LP software (BioRad) and ten fractions (1.5 ml each) were collected for subsequent proteins and RNA extraction.

### mRNA extraction and real-time RT–PCR

Total RNA from tissue and cells was extracted with TRIzol reagent (Invitrogen). For total, subpolysomal and polysomal RNA extractions from sucrose gradient aliquotes, the sucrose fractions were divided in two. The pulled fractions 1–6 and 7–10 were used for subpolysomal and polysomal RNA. Afterward, samples were incubated with proteinase K and SDS 1% for 1 h at 37 °C. RNA was extracted by phenol/chloroform/isoamyilic acid method. After treatment of total RNA with RQ1 RNase-free DNase (Promega), reverse transcription was performed with Moloney Murine Leukemia Virus (MMLV) reverse-transcriptase enzyme (Promega) according to the manufacturer's instructions. Reverse transcribed complementary DNA (100 ng) was amplified with the appropriate primers. For liver microarray validation, Taqman probes specific for eIF6 (Mm04208296_m1), Fasn (Mm00662319_m1), Srebp1 (Mm00550338_m1), Srebp2 (Mm01306292_m1), Chrebp (Mm02342723_m1) Pgc1a (Mm01208835_m1), Foxo1 (Mm00490672_m1), Cdkn1a (Mm00432448_m1), Ccnb1 (Mm03053893_gH) and Zbtb16 (Mm01176868_m1) were used. Probes specific for syb green: GcK (Fw 5′- ctggatgacagagccaggatg -3′; Rw 5′- agttggttcctcccaggtct -3′); Pklr (Fw 5′- ctggatggggctgactgtat -3′; Rw; 5′- ggcgtagctcctcaaacaac -3′); Stearoyl-CoA desaturase 1 (Fw 5′- CTGACCTGAAAGCCGAGAAG -3′; Rw 5′- GCGTTGAGCACCAGAGTGTA -3′); Hmgcr (Fw 5′- TGTTCACCGGCAACAACAAGA -3′ Rw 5′- CCGCGTTATCGTCAGGATGA -3′); Lxra (Fw 5′- GAAGGAGAGAGCCTTGCGTA -3′ Rw 5′- ATTTGGTTGGGTCAACAAGG -3′); Lxrb (Fw 5′- GTTTCCAGGGCAACAGAGTC -3′ Rw 5′- CAGAGAACTTGTGGGGGAAG -3′) were used. Srebp1, Srebp2, Chrebp Target mRNA quantification by quantitative reverse-transcriptase PCR (RT–PCR) using ΔΔCt-method using Taqman Universal PCR Master Mix (4304437; Life Technologies, Invitrogen), with 18S rRNA as an internal standard, was performed on an ABIPRISM 7900HT Sequence Detection System (Applied Biosystems). For polysomal microarray validation, the following probes were used: Cebpd (Fw 5′- ATCGACTTCAGCGCCTACAT -3′, Rv 5′- GCTTTGTGGTTGCTGTTGAA -3′); Cebpb (Fw 5′- CAAGCTGAGCGACGAGTACA -3′ Rv 5′- AGCTGCTCCACCTTCTTCTG -3′). Target mRNA quantification by quantitative RT–PCR using ΔΔCt-method using SYBR Green Master Mix (4344463, Life Technologies, Invitrogen), with 18S rRNA as an internal standard, was performed on an ABIPRISM 7900HT Sequence Detection System (AppliedBiosystems). The data were expressed as the percentage of relative quantity of target genes. Results are represented as means+s.d. of three independent experiments.

### Microarray hybridization and bioinformatic analysis

Transcriptional profiling of murine tissue was performed with the use of Mouse Genome 430 2.0 Array (Affymetrix). Labelling reactions and hybridizations were carried out according to standard Affymetrix protocols (Affymetrix Genechip Fluidics Workstation). Raw microarray data were normalized using the Robust Multi-array Average algorithm^65^. Differentially expressed genes were detected using Significance Analysis of Microarrays^66^, a permutation based approach that allows the selection of a desired false discovery rate (FDR). Differentially expressed genes with an FDR <10% were deemed significant. Lists of differentially expressed genes have been functionally annotated using the web-based application DAVID^67^. A *P* value or EASE score (significance of gene–term enrichment with a modified Fisher's exact test) were calculated for each Gene Ontology term. A Benjamini–Hochberg FDR correction for multiple testing was applied and a threshold of FDR <10% was chosen for selecting significant enrichment of specific Gene Ontology terms or Kyoto Encyclopedia of Genes and Genomes pathways.

For microarray analysis on AML12, polysomal and subpolysomal RNAs were hybridized on the Agilent SurePrint G3 Mouse GE 8x60K Microarray G4852A following the manufacturer's protocol. The experiment was performed in biological quadruplicate. Hybridized microarray slides were scanned with an Agilent DNA Microarray Scanner G2505C at 3 μm resolution with the manufacturer's software (Agilent Scan Control 8.1.3). The scanned TIFF images were analysed numerically and the background was corrected using the Agilent Feature Extraction Software version 10.7.7.1 according to the Agilent standard protocol GE1_107_Sep09. The output of Feature Extraction was analysed with the R software environment for statistical computing (http://www.r-project.org/) and the Bioconductor library of biostatistical packages (http://www.bioconductor.org/). 

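Here a probe was kept when it was well above background on at least 2 arrays of at least 1 group. This left 25261 probes (64.1%) for the genes tested above, of which 14634 had 1 kept probe and 4732 had more. When a probe had to be well above background on all 4 arrays of a group, 22548 probes and 17217 genes were left. With the scanner software's weaker flag, for a signal that is positive and significant, 34452 probes and 26637 genes were left.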

Low signal Agilent features, distinguished by a repeated ‘undetected' flag across the majority of the arrays in every condition, were filtered out from the analysis, leaving 18,905 features corresponding to 14,108 *MGI* genes. 

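Before normalization between arrays, the 75th percentile of the log2 signal ranged from 9.63 to 12.4 over the 16 arrays. After it, gene values of arrays of the same group had Pearson correlations across genes of 0.988 to 0.995. Arrays of the same fraction with different shRNAs had correlations of 0.976 to 0.986, and arrays of the same shRNA from different fractions 0.953 to 0.969. The first principal component of the normalized values held 53.7% of the variance and separated the fractions. The second held 18.3% and separated eIF6 shRNA from scramble cells.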

Signal intensities across arrays were normalized with the quantile method. Polysomal, subpolysomal and translational efficiency of differentially expressed genes (DEGs) were identified using linear models and moderated *t*-test as implemented in the Bioconductor Limma and tRanslatome packages (using a threshold of 0.05 on the Benjamini–Hochberg corrected *P* values). 

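Within each shRNA, polysomal and subpolysomal signals were also compared directly. In scramble cells, limma called 6132 genes higher and 5494 lower on polysomes than in subpolysomes. In eIF6 shRNA cells 6220 genes were higher and 5552 lower. Both fractions were normalized to the same distribution, so these counts describe how genes are placed relative to each other and not how much RNA each fraction held.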

Translational efficiency was calculated as the ratio between polysomal and subpolysomal signals.

In addition to the standard procedure, for data on AML12, we include a differential analysis. 

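How much the factor decides was tested with the ratios that the methods give for methionine incorporation (0.75) and for polysome area (0.6), each multiplied onto the polysomal signal of eIF6 shRNA cells before the share was computed. With 0.75, limma called 3929 genes lower (20.3%) and 45 higher in polysome share. With 0.6 it called 12954 genes lower (66.9%) and 38 higher. The factor is the same for every gene, so it shifts all genes in one direction.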

Briefly, we modelled a correction filter that took in account the fact that polysomes of eIF6 shRNA and methionine incorporation were lower than in control cells (methionine incorporation het/wt 0.75; polysome area het/wt 0.6). We applied the correction to a selected number of targets, to predict their actual abundance, and verified it by digital RT–PCR. Wet validation confirmed that (relatively) upregulated mRNAs had similar (absolute) levels. We then include a calculation sheet with this interpretation.

UTR analysis: 5′ UTR sequences were downloaded from the UCSC Genome Browser (http://genome.ucsc.edu/), assembly GRCm38/mm10. For each *MGI* gene, the longest transcript variant was selected as representative of the gene. Distribution analysis was performed on the GC content of 5′ UTR regions of the lists of DEGs. All the distributions were compared with the background distribution corresponding to the whole set of mouse genes, and significant shifts were identified with the Mann–Whitney test.

### Connectivity map analysis

To detect transcriptional signatures overlapping with that of eIF6 haploinsufficiency, differentially expressed transcript IDs in the liver were converted to the Affymetrix U133A platform, ranked according to statistical significance and uploaded to the Connectivity Map (Broad Institute) tool^41^. The upregulated and downregulated genes in liver were compared with over 7,000 transcriptional signatures produced by *in vitro* treatment of cell lines with small bio-active molecules.

### Computed tomography method to determine liver fat content

Liver fat content was non-invasively determined by X-ray attenuation in computed tomography (CT) images (La Theta; Aloka Ltd., Tokyo, Japan) of the liver of sedated mice (continuous 2–2.5% isoflurane inhalation). A sagittal pre-scan was used to identify fixed anatomical landmarks to define a region from the proximal end of the eleventh thoracic vertebra to the distal end of the third lumbar vertebra. A polygonal region of interest in the ventral part of the liver was defined in three consecutive slices and analysed using the La Theta 2.10 software. Averages of computed tomography values of these region of interests were used to determine liver attenuation to estimate liver fat content.

### HOMA-IR analysis

A previously published and independent data set was used to confirm a clinical link between the expression of eIF6 and insulin sensitivity (GSE27949). This data set defines the basal transcriptional state of subcutaneous adipose tissue from 33 healthy subjects with ranging glucose tolerances. Their mean (s.d.) age, body mass index (BMI) and VO2max were 52.5 (11.7) years, 31.4 (7.3) kg m^−2^ and 45.5 (13.7) ml O_2_ per kg per minute. HOMA-IR was calculated for each participant by multiplying fasting glucose with fasting insulin dividing by 22.5. HOMA-IR was log transformed to approximate normality for regression analyses. Two CEL files were removed because they appeared to have technical issues based on quality diagnostics using the affyPLM Bioconductor package: GSM691122 and GSM691134. The affy package was then used to carry out RMA based normalization^68^,^69^. All analyses were performed using Bioconductor in R^69^.

### Western blotting and antibodies

SDS-PAGE were performed on protein extracts obtained from liver or hepatocytes homogenized in radioimmunoprecipitation assay buffer (RIPA) (10 mM Tris-HCl, pH 7.4, 1% sodium deoxycholate, 1% Triton X-100, 0.1% SDS, 150 mM NaCl and 1 mM EDTA, pH 8.0). The following antibodies were used: rabbit polyclonal antibody against eIF6 (1:3,000) (ref. 70). From Cell Signaling Technology antibodies were directed against: Fasn (1:1,000; #3180); acetyl-Histone H3 (Lys9) (1:1,000; #8173); Histone 3, (1:1,000; #4620); Foxo1 (1:1,000; L29) (#9454); phospho(Ser636/639)-IRS1 (1:1,000 #2388); phospho(Ser473)-AKT (1:1,000; #4060); AKT (1:1,000; #9272); phospho(Ser235/236)-S6 (1:1,000; #4858); S6 (1:1,000; #2217); 4E-BP1 (1:1,000; #9644); phospho(Thr202/Tyr204)-ERK (1:1,000; #4370); ERK (1:1,000; #9102); and phospho-(Thr638/641)-PKC beta (1:1,000; #9375). From other suppliers: PKC beta (1:1,000; C-18) sc-210 Santa Cruz Biotechnology; Cebpδ (1:500; M-17) sc-636 Santa Cruz Biotechnology; Pgc1α (1:500; H300) sc-13067 Santa Cruz Biotechnology; lamin B (1:1,000; M-20) sc-6217 Santa Cruz Biotechnology; Hmgcr (1:500; ABS229) Merck Millipore; C/EBPβ (1:500; 1Η7) 626002 Biolegend; β-actin (1:10.000; AC-15) A5441 Sigma; Lamin B (1:1,000; M-20) sc-6217 Santa Cruz Biotechnology.

Quantitation was performed on samples by running parallel lanes with replicates. Each lane was first normalized to β-actin and then normalized to the control sample. Relative expression ratios were obtained by densitometry using the ImageJ software. Uncropped images of the western blots membranes were shown in Supplementary Fig. 7.

### Statistical analysis

For comparing pair-wise genotypes on a single parameter, unless otherwise specified, results are given as the mean±s.d. Statistical *P* values calculated by two-tailed *t*-test were indicated: one asterisk for *P* values <0.05, two asterisks for *P* values <0.01, three asterisks for *P* values <0.001.

## Additional information

**Accession codes:** Microarray data have been deposited in GEO profiles under accession codes GSE61053 (wt and eIF6^+/−^ livers) and GSE61121 (we and eIF6^+/−^ fat and brain). Global gene-expression analysis of eIF6 shRNA and scramble shRNA in AML12 cells has been deposited in GEO under accession code GSE61126.

**How to cite this article:** Brina, D. *et al*. eIF6 coordinates insulin sensitivity and lipid metabolism by coupling translation to transcription. *Nat. Commun.* 6:8261 doi: 10.1038/ncomms9261 (2015).

## Supplementary Material

Supplementary Figures Supplementary Figures 1-7

Supplementary Data 1 Global analysis of eIF6 shRNA-infected and scramble shRNA infected AML12 cells. Data of subpolysomal (S) and polysomal (P) RNAs extracted from cells induced with doxycycline and treated 1 hour with insulin (DI). Raw signals sheet shows original data. Ratio normalization sheet shows ratio between polysomes and subpolysomes calculated taking in account either reduced polysome area or not.

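The ratio sheet of Supplementary Data 1 was available in part, as the first 1999 of 15504 lines, sorted by the paper's P value up to 0.0505. Of these, 1983 have a p under 0.05 in the paper's first test, and by the paper's values 1126 are lower and 857 higher in eIF6 shRNA cells. The first test is a paired t-test and the second an unpaired one with equal variances. Recomputed from the columns of the sheet, each gave the paper's p to within 1% in all 1999 lines. The ratio columns hold the polysomal share, the polysomal signal over the sum of both. Computed here from the arrays, the shares differed from the paper's by a median of 0.00847, and 90.2% lay within 0.05.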

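For Eif6 the share was 71.8% ± 0.94 (SD, n = 4 cultures) in scramble and 54.8% ± 3.0 (SD, n = 4) in eIF6 shRNA cells. The paper's reported shares for Eif6 are 0.742 and 0.550, as fractions.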

Supplementary Data 2 Microarray analysis of wt and eIF6 +/- livers. Comprehensive analysis of microarray expression data in liver of eIF6 +/+ and +/- three weeks-old littermates. Raw data and statistical analysis. Raw signals sheet shows original data of both polysomal-associated and steady-state mRNAs. Statistical analysis of all changes between samples is shown in "Statistical analysis and genes". "Polysomal distribution" and "Transcriptionally regulated" referred to expression of polysome-associated and total mRNA.

Supplementary Data 3 Microarray analysis of wt and eIF6 +/- fat and brain. Comprehensive analysis of microarray expression data in fat and brain of eIF6 +/- and +/+ five weeks-old littermates. Raw data and statistical analysis are shown for each organ separately.

## Figures and Tables

**Figure 1:**
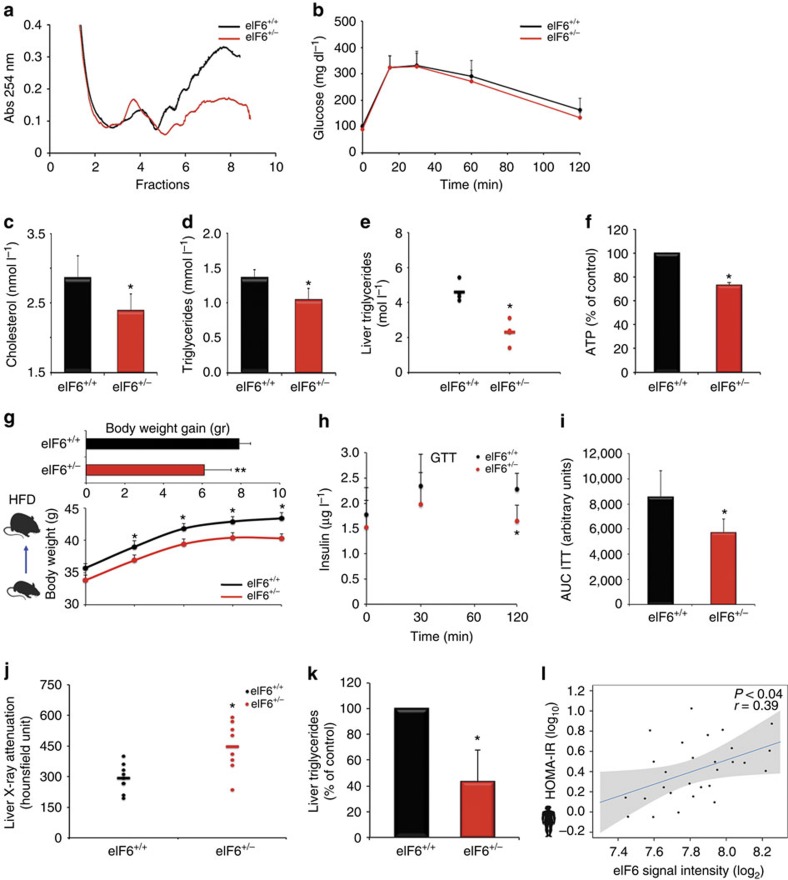
eIF6 depletion impairs polysome formation in the liver after feeding, reduces lipidemia, protects from HFD and liver steatosis. All graphs, black, wt; red, eIF6 het mice (**a**) Representative liver polysomal profiles of wt (black) and eIF6 het (red, +/−) show reduced polysomes in het after overnight fasting and 4 h refeeding. Experiment repeated at least five times. (**b**) GTT is normal in eIF6 het (red) compared with wt. *N*=7. (**c**,**d**) Cholesterol and triglycerides levels are reduced in blood of eIF6 het compared with wt ones (*N*=10). (**e**) Liver triglyceride content is reduced in eIF6 het mice (*N*=4). (**f**) ATP liver content is reduced in eIF6 het. *N*=3. (**g**) eIF6 het mice are protected from HFD: body weight gain is reduced in eIF6 het mice compared with wt. *N*=10. Top bars show absolute body weight gain. Lower graph, body weight. (**h**) GTT eIF6 het mice have lower insulinaemia at 2 h after glucose injection. *N*=10. (**i**) ITT (AUC ITT, area under curve) shows partial amelioration of diet-induced insulin resistance. *N*=5 (**j**,**k**). Increased liver-X-ray attenuation (*N*=8) indicating reduced fat deposition in the liver (**j**) confirmed by autoptic liver triglyceride content on separate animals (*N*=5) (**k**). (**i**) In humans, eIF6 levels inversely correlate with insulin sensitivity, as measured by HOMA-IR. In all panels, data are represented as mean±s.d. Statistical *P* values were calculated by two-tailed *t*-test (*P value ≤0.05).

**Figure 2:**
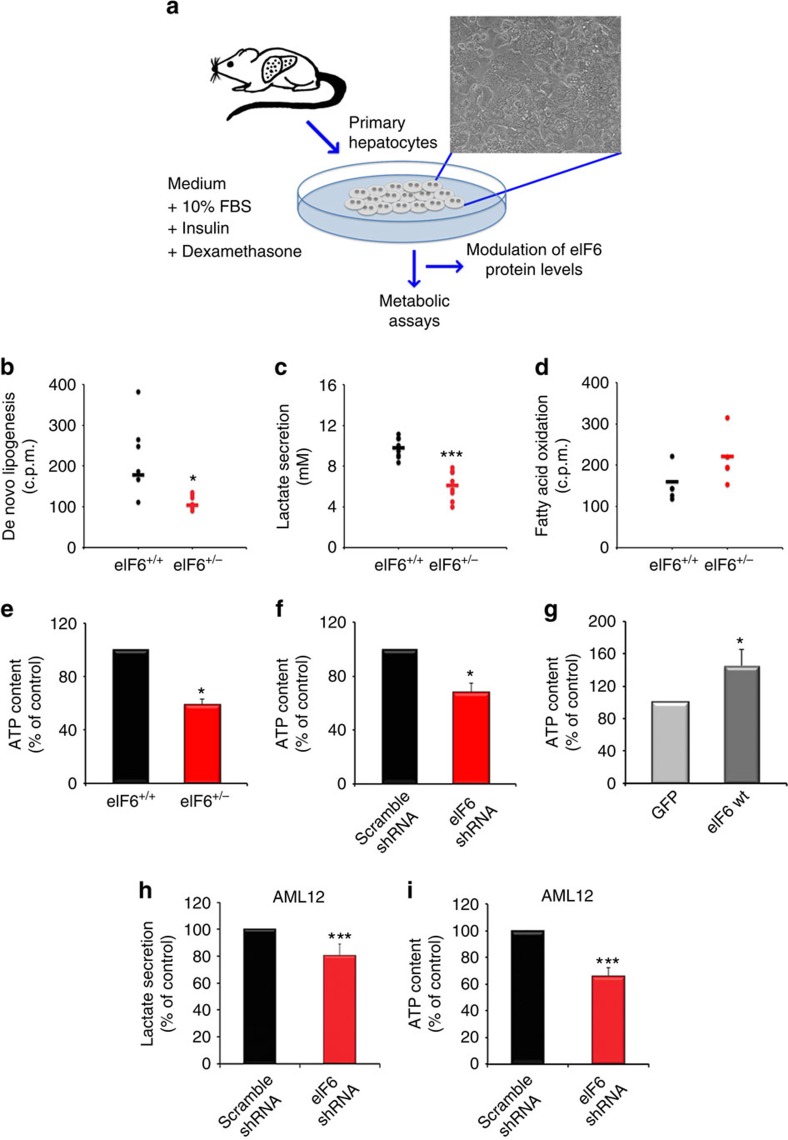
eIF6 activity cell autonomously controls fatty acid synthesis, glycolysis and ATP levels. (**a**) Outline of the analysis. Primary hepatocytes from mice were isolated and assayed as specified. Experiments performed on biological replicates. All data are expressed as percentage of controls (wt), analysing primary cells from littermate couples of mice. (**b**) *De novo* lipogenesis, measured by labelling with D-[6-^14^C]-glucose and subsequent fatty acid analysis, is reduced in cells from eIF6 het mice. Cells were kept in 100 nM insulin and 20 mM glucose. *N*=6 (**c**) Lactate secretion, an index of glycolysis flux, is reduced in hepatocytes from eIF6 het mice. Basal values are around 30 pm μg^−1^ proteins per hour. *N*=6. (**d**) Fatty acid oxidation is not significantly affected (basal values of control around 1,000 c.p.m. μg^−1^ proteins). *N*=4 (**e**–**g**) ATP content depends from eIF6 levels: (**e**) ATP decreased in eIF6 het mice compared with wt ones. (**f**) Acute depletion of eIF6 leads to a reduction of ATP levels in eIF6^+/+^ cells, whereas (**g**) restoration of eIF6 levels leads to an increase in ATP in eIF6^+/−^ cells. (**h**) Lactate secretion as in (**f**) after eIF6 shRNA in AML12 cells. (**i**) ATP as in (**d**), after eIF6 shRNA in AML12 cells. In all panels, data are represented as mean±s.d. Statistical *P* values were calculated by two-tailed *t*-test (*P value ≤0.05, ***P≤0.001). (**e**–**i**), *N*=3.

**Figure 3:**
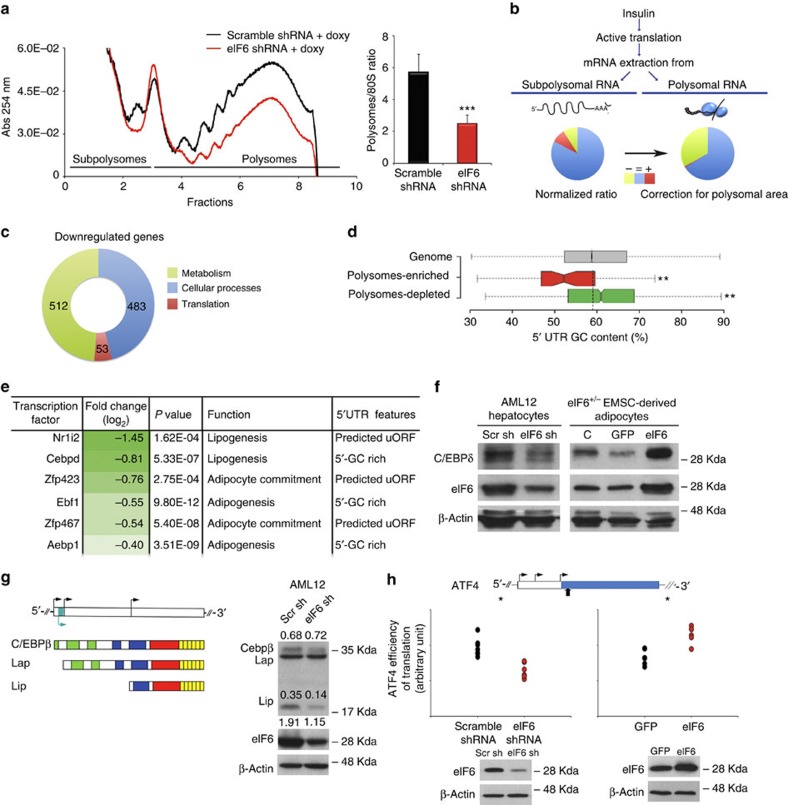
eIF6 translational activity controls the expression of lipogenic transcription factors. (**a**) Global initiation is reduced on eIF6 inhibition and insulin administration, as shown by polysome/80S ratio. Data are represented as mean±s.d. Statistical *P* values were calculated by two-tailed *t*-test (*n*=4. ***P value ≤0.001). (**b**) Outline of the analysis and quantitative results: a subset of mRNA is differentially depleted (green) from eIF6 shRNA polysomes. The normalized ratio was obtained by the quantile method. Correction taking in account the reduction of polysomal area shows that more genes are affected by eIF6 deficiency. (**c**) Gene Ontology analysis shows that metabolism predominates in eIF6-affected genes, from the normalized ratio pool (*P* value ≤10^−12^). (**d**) Structural 5′-UTR analysis of genes affected by eIF6 deficiency. Polysomes from eIF6-depleted cells show reduction of G/C rich 5′ mRNAs (green box) (**e**) Transcription factors involved in lipogenesis are depleted from polysomes upon eIF6 shRNA. Structural features of their 5′ UTR are included. (**f**) C/EBPδ protein expression is modulated by eIF6. eIF6 increase, by lentiviral administration, induces C/EBPδ. eIF6 depletion, by lentiviral-mediated shRNA, reduces C/EBPδ. Representative experiments done in triplicates on AML12 hepatocytes and reconstituted mesenchymal stem cells (**g**) Lipogenic transcription factor C/EBPβ (LIP isoform) is reduced in eIF6-depleted cells. Left, mRNA structure of C/EBPβ generating three isoforms by differential translation (arrows: translation start sites). Blue small box with blue arrows is the C/EBP uORF. Right panel show a blot with LAP, LIP and C/EBPβ isoforms: LIP isoform is specifically downregulated. (Representative experiment done in triplicates). (**h**) ATF4 reporter translation depends from eIF6. Reporter assay of reinitiation with luciferase (blue box) cloned downstream of natural ATF4 uORF. eIF6 upregulation increases ATF4 translational reporter activity, eIF6 downregulation decreases it. Data are normalized on translation of a cap-dependent firefly control. The large black arrow represents the stop codon of the second uORF. Small arrows are start codons. Blue box is the reporter. Statistical *P* values were calculated by two-tailed *t*-test, as above (*P value ≤0.05; **P≤0.01; ***P≤0.001).

**Figure 4:**
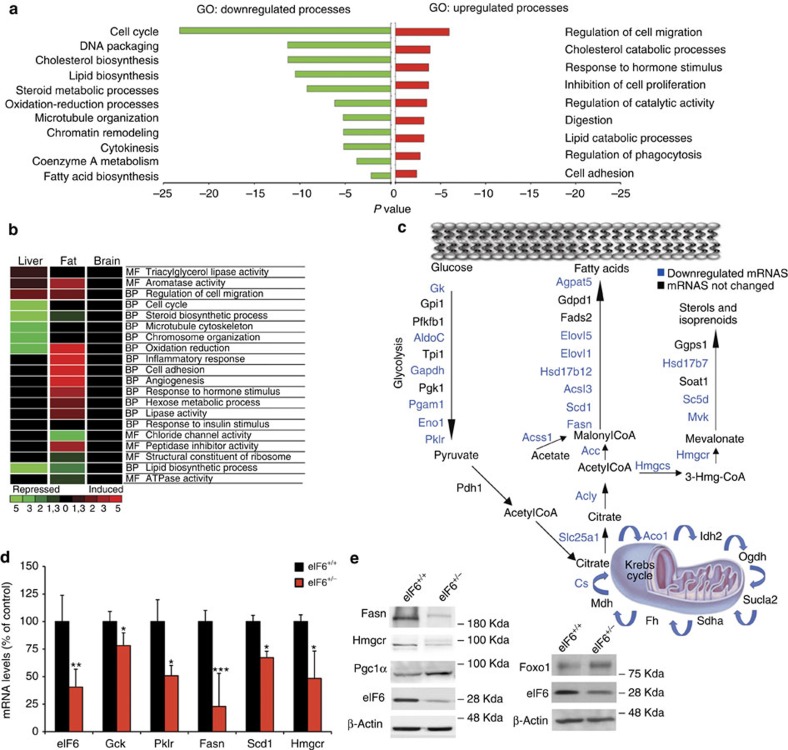
eIF6 depletion induces a specific transcriptional signature in insulin-responsive tissues. (**a**) Microarray analysis on adult livers show extensive remodelling of gene expression in eIF6 het mice. Co-ordinated transcriptional changes in eIF6 het livers identify a profound metabolic reprogramming, at the steady-state level, consistent with reduction of lipid biosynthesis, and additional effects on chromatin remodelling and cell cycle. (**b**) Microarray analysis on multiple organs. Heat map analysis of liver, fat and brain shows a common signature of inhibition of lipid biosynthetic processes in fat and liver but not in the brain. The scale represents statistical significance of the enrichment of Gene Ontology terms obtained by using a modified Fisher's exact test (EASE score). This produces a *P* value, which is then corrected for multiple testing using the FDR (Benjamini). 1.3=*P* value ≤0.05, 2=*P* value ≤0.01, 3=*P* value ≤0.001, 5=*P* value ≤0.00001 (**c**) Outlines of genes affected by eIF6 levels in the fatty acid synthesis, glycolysis and cholesterol synthesis pathway. All blue-labelled genes are downregulated at the transcriptional level. (**d**) Real-time analysis of selected targets validates all target genes (liver tissues). Here we show representative biological triplicates of experiments performed on separate cohorts of animals, (five for eIF6 and Fasn and two for the others) (data shown for *n*=3; mean±s.d.). (**e**) Consistent changes are also found at the protein level. Representative blots of Hmgcr, Fasn (downregulated at the mRNA level) and of Pgc-1 α (upregulated at the mRNA level), done in triplicates. See also Supplementary Fig. 4. (*n*=3).

**Figure 5:**
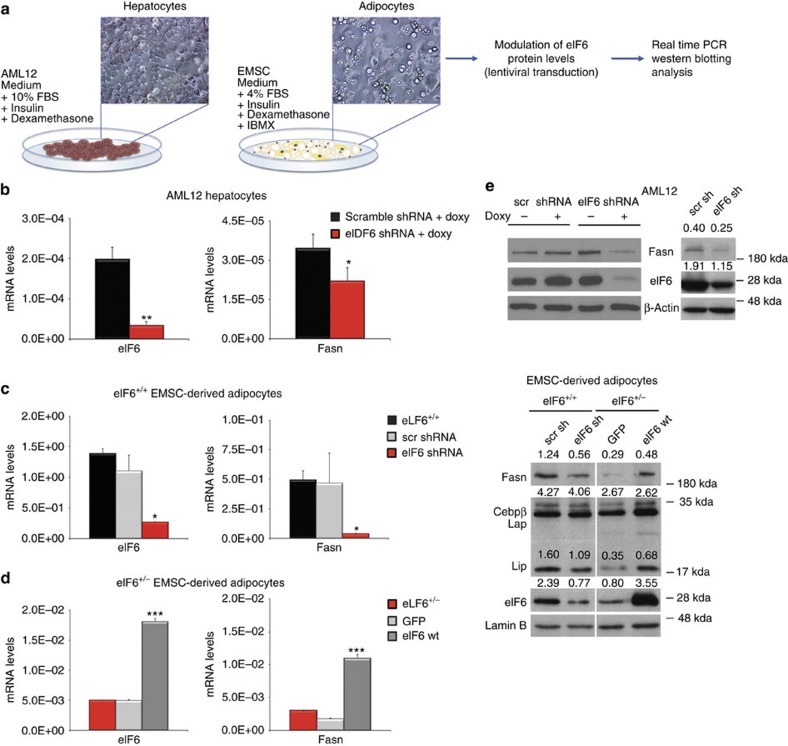
Fasn levels are controlled by eIF6 activity. (**a**) Rescue strategy in hepatocytes and primary stem cells. Cells were transduced with either eIF6 shRNA or wt eIF6, eIF6 protein levels were checked and Fasn mRNA and protein were analysed. (**b**) Downregulation of eIF6 by an inducible shRNA in AML12 hepatocytes leads to reduction of Fasn mRNA. (**c**–**d**) eIF6 has a direct effect on Fasn mRNA levels in mesenchymal stem cells differentiated into adipocytes. wt or het stem cells were either transduced with constitutive eIF6 shRNA (**c**) or wt eIF6 (**d**) and assayed for Fasn expression. A direct correlation between eIF6 levels and Fasn levels is observed. (**e**) Fasn protein is controlled by eIF6 levels in AML12 and EMSC adipocytes. Experiments on EMSC show both downregulation of eIF6 in wt cells or upregulation in het cells. Note eIF6 dependent levels of both Fasn and LIP isoform. In all panels, data are represented as mean±s.d. Panel **e** shows the action of two independent eIF6 shRNA, constitutive (right) or inducible. Statistical *P* values were calculated by two-tailed *t*-test (*P value ≤0.05, **P≤0.01, ***P≤0.001). Real-time experiments and western blotting were performed on biological triplicates of at least two independent experiments. One triplicate is shown for real time.

**Figure 6:**
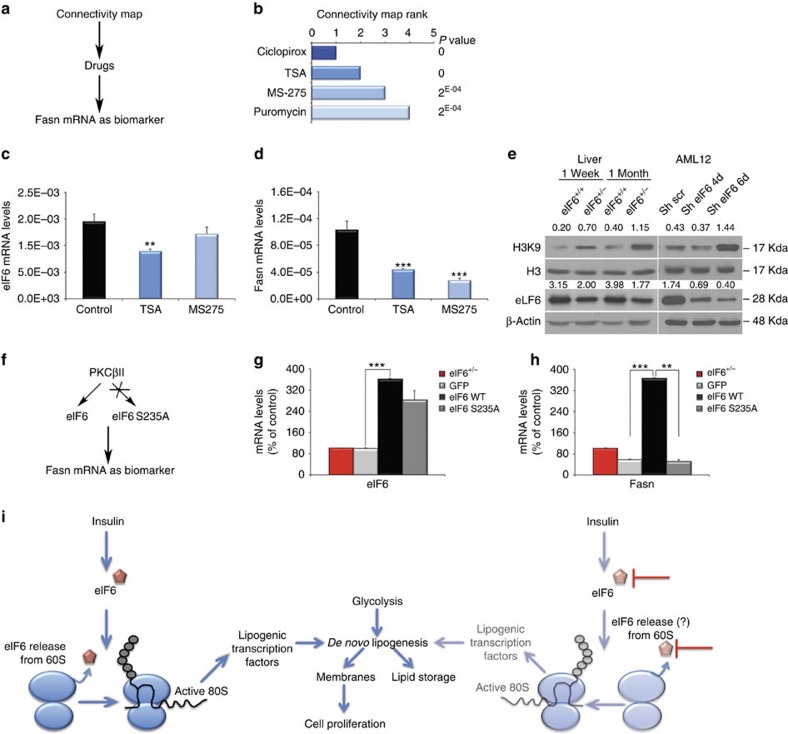
eIF6 targeting leads to Fasn reduction and histone acetylation. (**a**) Strategy through the connectivity map: drugs that generate a signature similar to eIF6 are identified and tested. (**b**) The connectivity map identifies two translational inhibitors, puromycin and ciclopirox and two HDAC inhibitors, TSA and MS-275. (**c**–**d**) HDAC inhibitors downregulate Fasn; HDAC inhibitor TSA, but not MS-275, reduces eIF6 mRNA (**c**), but both HDAC inhibitors downregulate Fasn mRNA (**d**). (**e**) Consistent with the Gene Ontology analysis (Fig. 4a) and the connectivity map, eIF6 depletion increases H3K9 acetylation. Western blot analysis of livers at indicated ages or AML12 cells. Representative blots with densitometry are shown. (**f**) Strategy through inhibition of eIF6 activation: mutation of eIF6 S235A is tested. S235A mutant is unable to restore translation following insulin stimulation^22^. (**g**–**h**) eIF6 reintroduction in EMSC cells induces Fasn. (**g**) Real-time analysis of restored wt and mutant eIF6 levels. (**h**) Analysis in the same cells of Fasn mRNA. wt eIF6 but not eIF6 S235A mutant, recovers Fasn mRNA levels. In all panels, data are represented as mean±s.d. Statistical *P* values were calculated by two-tailed *t*-test (*n*=3). Repeated at least twice. **P value ≤0.01, ***P≤0.001 (**i**) Model based on data of Figs 1, 2, 3, 4, 5, 6. Insulin induces translation. eIF6 favours translation of uORF-containing and G/C rich mRNAs encoding for lipogenic transcription factors. The net result is activation of the lipid biosynthetic pathway. eIF6 inhibition blocks lipogenesis and reverts insulin resistance.

# Supplementary material for: eIF6 coordinates insulin sensitivity and lipid metabolism by coupling translation to transcription
**Source:** Nat Commun. 2015 Sep 18;6:8261. doi: 10.1038/ncomms9261
**Supplement:** Supplementary Figures — 1-7

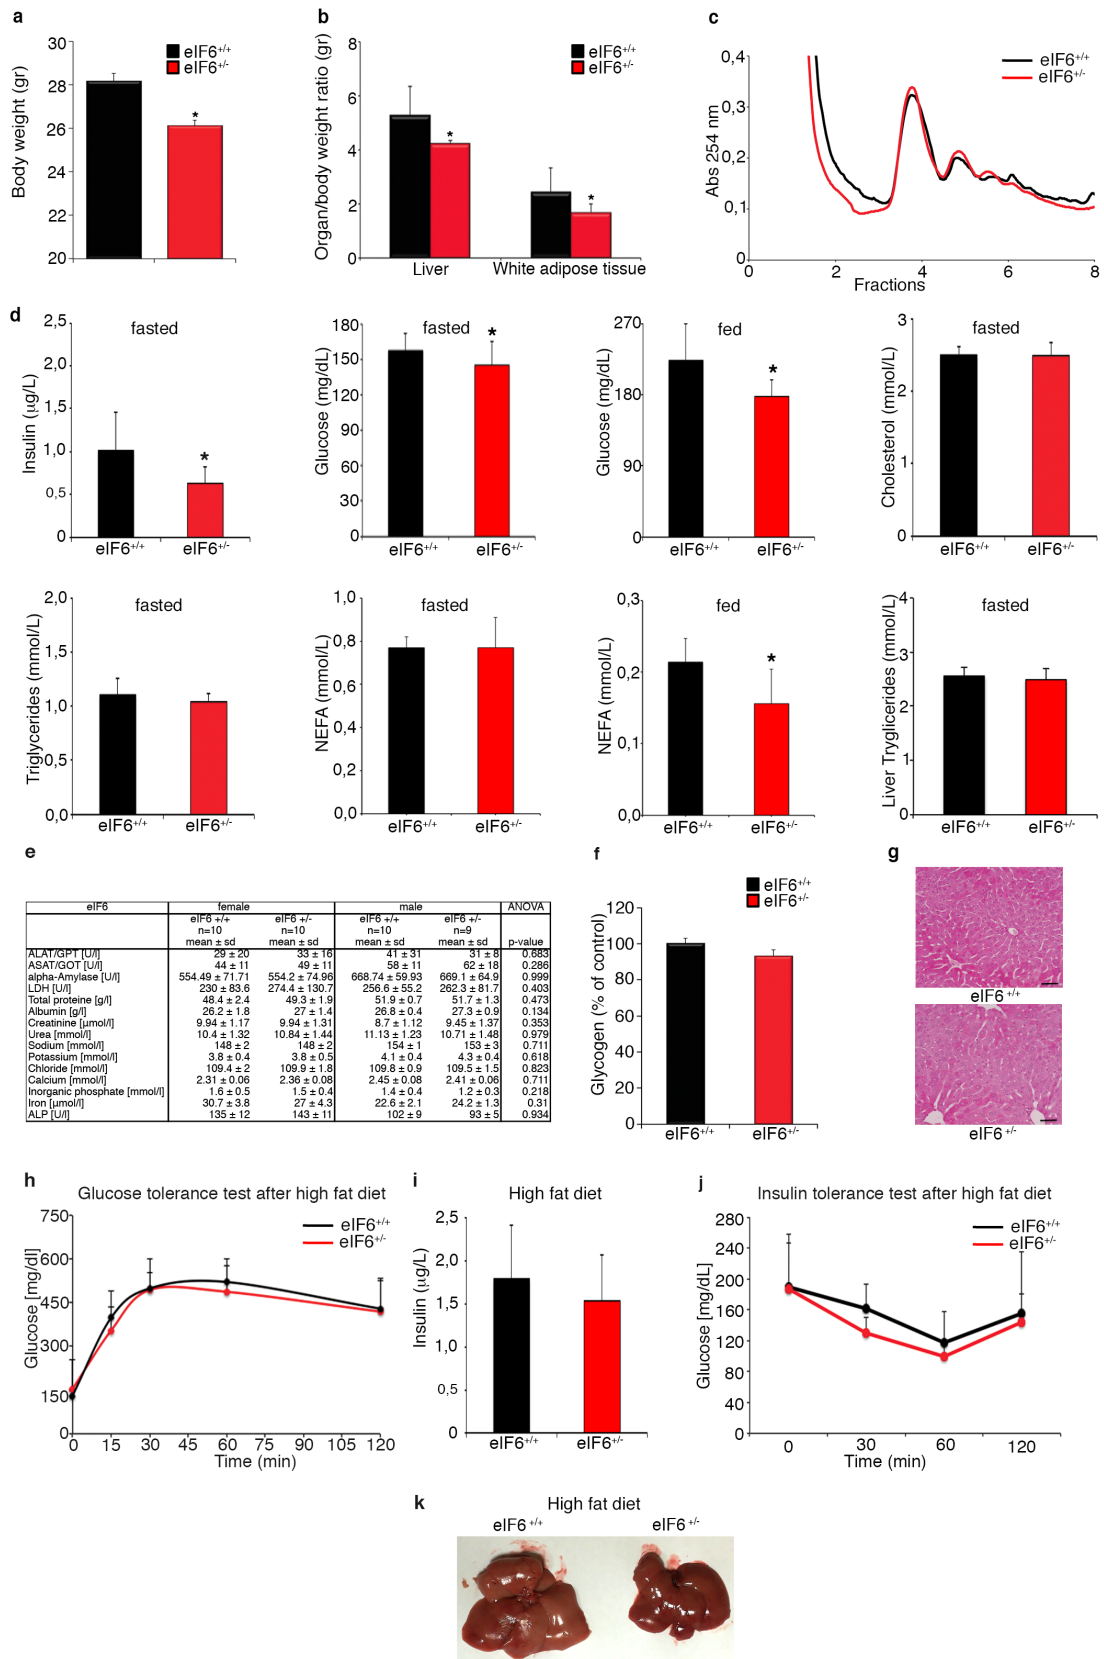

Supplementary Figure 1

**Supplementary Fig. 1 eIF6 +/- mice show a reduction in white adipose tissue, blood lipids and normal glycogen synthesis.** The cohort of the original phenotypic screening was n=40. For specific tests, the actual number of animals which have been analysed is included. Data are represented as mean  $\pm$  SD. Statistical p-values were calculated by two-tailed t-test (\*, p-value  $\leq$  0.05) **a-b)** eIF6 het. mice are leaner; **a)** body weight (males) and **(b)** liver and fat mass of eIF6 +/- mice compared to +/+. **(c)** Fasting polysomes of eIF6 +/- mice compared to +/+ show no differences. Representative polysomal profiles of liver from overnight fasted mice display no differences in polysomes as well as high 80S in both genotypes. Experiment repeated at least five times. **(d)** Blood analysis of insulin, glucose, cholesterol, triglycerides and NEFA in the defined conditions. Experimental samples, n=10, sex: males. **(e)** Blood enzymes and electrolytes (liver markers) of the eIF6 +/- cohort used in the study. N indicated in table. **(f-g)** Liver glycogen depots are not affected by eIF6 haploinsufficiency as quantified by enzymatic analysis (f). PAS (glycogen) staining in the liver of eIF6 +/+ (up) and +/- het (bottom) mice after feeding shows no differences (g). Scale bar, 50  $\mu$ M. The analysis was performed on 6 mice. **(h)** Glucose tolerance test performed after high fat diet is comparable between eIF6 +/+ and +/- het mice. N=9. **(i)** Insulin levels at time 0 of the GTT. **(j)** Insulin tolerance test shows a faster reduction of glucose in het mice. N=5 **(k)** Representative images of livers of eIF6 wt and het mice after high fat diet.

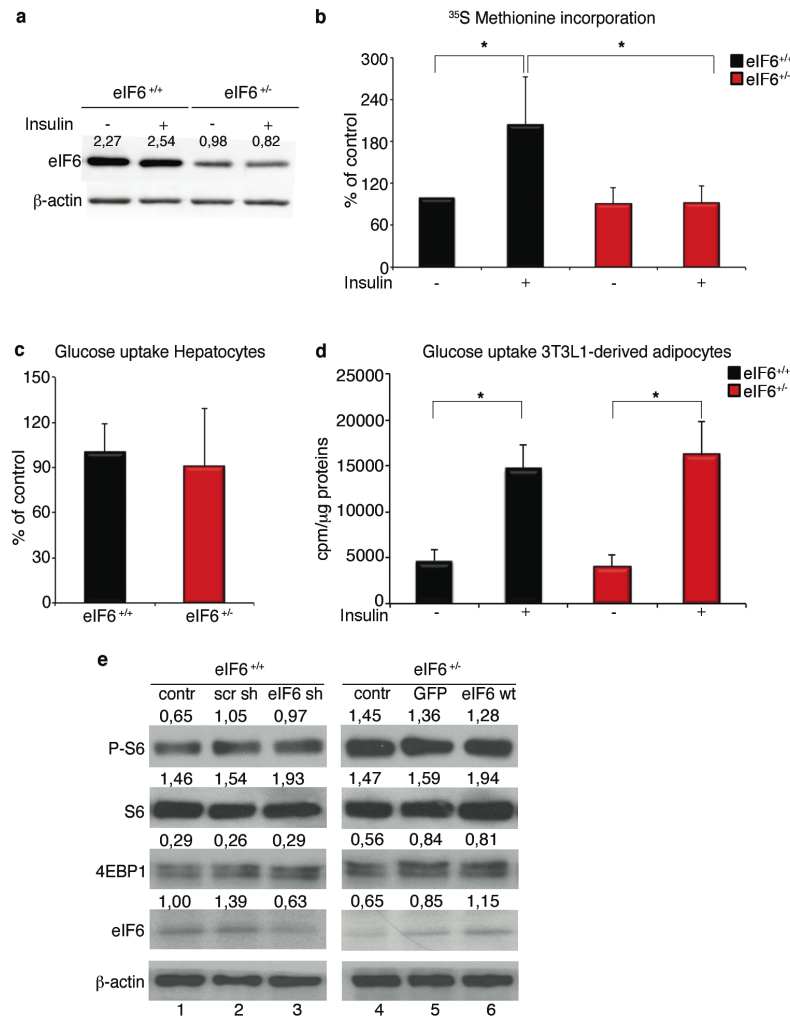

Supplementary Figure 2

**Supplementary Fig. 2 eIF6 heterozygous cells show reduced translation in response to insulin, but normal glucose uptake and mTORC1 activation.** (a) Western blot analysis showing eIF6 levels. The experiment has been performed more than 5 times. (b) <sup>35</sup>S-methionine labeling in isolated primary hepatocytes stimulated with 100 nM insulin. The basal rate of translation is indicated as 100%. Statistical p-values were calculated by two-tailed t-test by comparing primary cells from two littermates, quantitated in triplicate. Normalization was performed on total protein content. The experiment has been repeated on N=3 littermate couples. (c) Insulin-stimulated glucose uptake in primary hepatocytes. N=6 (biological). (d) Insulin-stimulated glucose uptake in 3T3-L1 adipocytes with or without eIF6 shRNA. N=6 (biological). (e) Phosphorylation of Ser235/236-S6 and 4E-BP1 is identical in eIF6<sup>+/+</sup> hepatocytes and eIF6<sup>+/+</sup> depleted for eIF6, as well as in eIF6<sup>+/-</sup> hepatocytes reconstituted with eIF6. Depletion and reconstitution was performed on primary hepatocytes infected with lentiviral vectors. The blot on the left with eIF6<sup>+/+</sup> cells and the blot on the right with eIF6<sup>+/-</sup> cells cannot be compared to each other because they have been performed at different times, on different primary hepatocytes and with different lentiviral backbones, as indicated. Note that lentiviral infection induces acutely, to some extent, eIF6. Representative data. The experiment (WB) has been repeated N≥4. The specific blot relates to Fig. 2d-e.

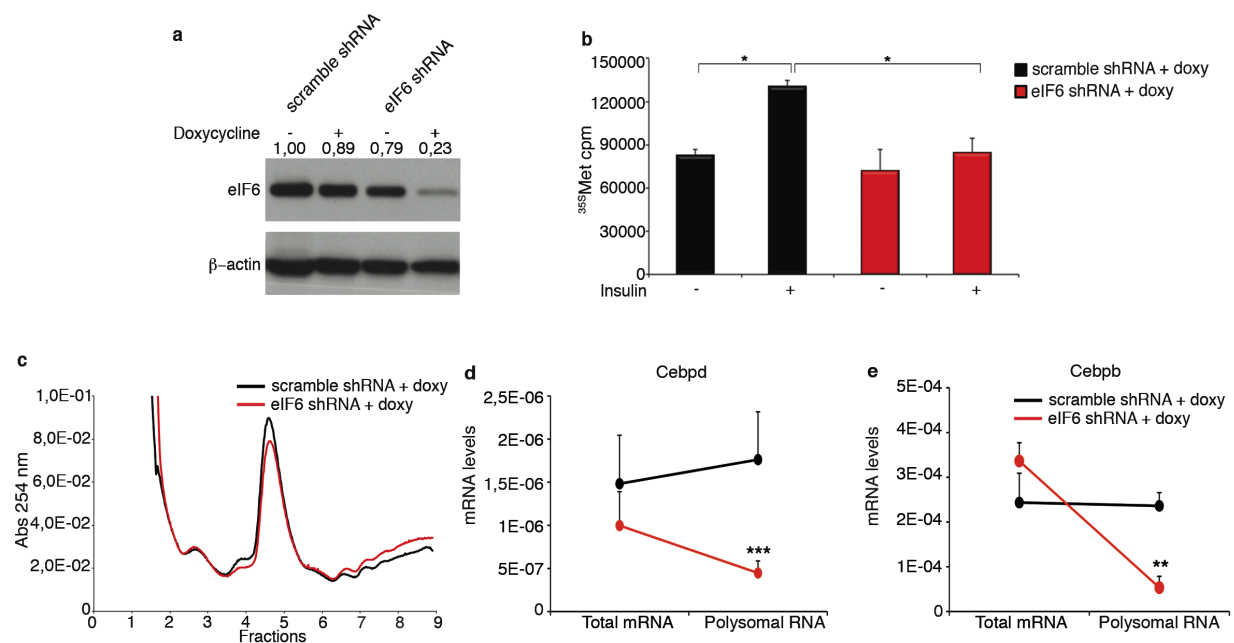

Supplementary Figure 3

**Supplementary Fig. 3 AML12 infected with shRNA specific for eIF6 display reduction of methionine incorporation and reduction of polysome-associated lipogenic transcription factors like CEBP $\beta$  and CEBP $\delta$ , after insulin stimulation** (a) eIF6 protein levels after 48 hours of doxycycline treatment compared to scramble shRNA-infected AML12. Representative blot. The experiment has been performed N $\geq$ 8. (b) Metabolic labeling after 100 nM insulin stimulation for 1 hr. Values as c.p.m. Data are represented as mean  $\pm$  SD. Statistical p-values were calculated by two-tailed t-test (n = 2. \*, p-value  $\leq$  0.05). Normalization was performed on total protein content. Representative experiment, technical triplicates. The experiment has been performed other two times with freshly infected cells (c) Polysome profile from unstimulated (without insulin) AML12 cells with eIF6 shRNA show that they are identical to scramble controls. Specifically, this is the unstimulated control of Fig. 3A. (d) Real time validation of expression of the 5'G/C-rich mRNAs of Cebpd, a key transcription factor involved in lipid metabolism, downregulated on polysomes of eIF6 depleted cells, compared to control. (e) Real time validation of expression of the uORF-containing mRNAs of Cebpb, a key transcription factor involved in lipid metabolism, downregulated on polysomes of eIF6 depleted cells, compared to control. (d) and (e) are from N=3.

a

b

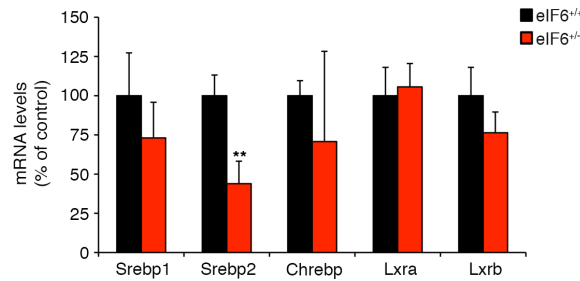

c

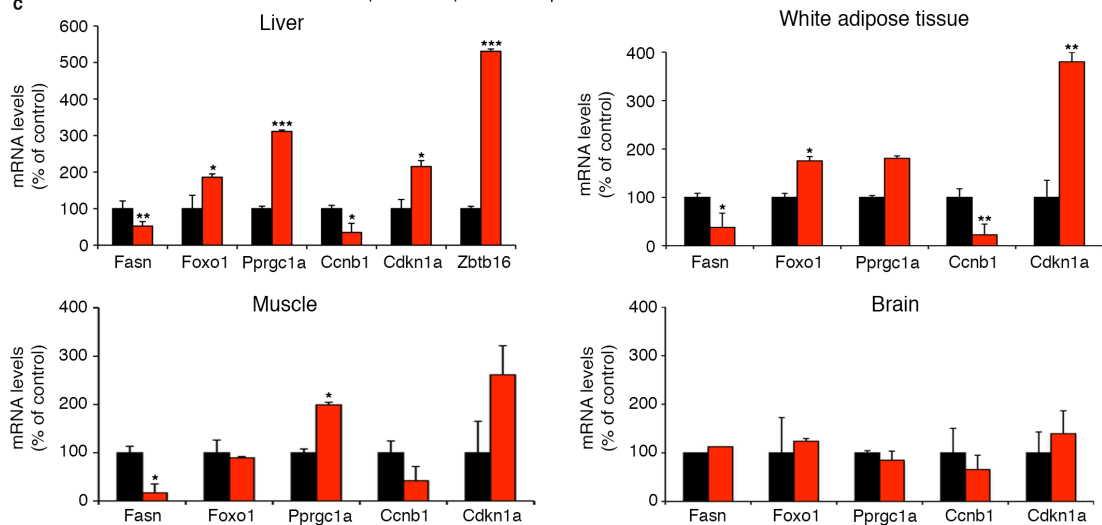

Supplementary Figure 4

**Supplementary Fig. 4 Overview of three major pathways affected by eIF6. Fasn mRNA is downregulated in all insulin responsive tissues of eIF6 +/- mice.** (a) Overview of representative genes differentially expressed in liver of eIF6 +/- and +/+ littermates underline coordinated changes in gene transcription (see also Supplementary Table 2 for full list). (b) Quantitative PCR for other transcription factors involved in metabolism in the liver. Of these, only Srebp2, important for cholesterol synthesis, is affected by eIF6 expression 4d. (c) Real-time analysis of several targets involved in metabolism and cell cycle progression in liver, fat, muscle and brain. Fasn (fatty acid synthase) and Pgc1 $\alpha$  (PPAR $\gamma$  coactivator 1 $\alpha$ ) show specific changes in insulin-responsive tissues, liver, fat and muscle. Note that gene expression in the brain does not change, consistently with the Heatmap (Figure 4b). Fasn levels are downregulated in all three tissues suggesting a dependence from eIF6 levels. The overall gene signature indicates that eIF6 deficiency reduces lipid synthesis and cell cycle progression. Data are represented as mean  $\pm$  SD. Statistical p-values were calculated by two-tailed t-test (\*, p-value  $\leq$  0.05). Data represented come from technical triplicates (three reactions) of biological triplicates analysed (three animals/genotype). The experiment has been performed at multiple ages of mice with similar results.

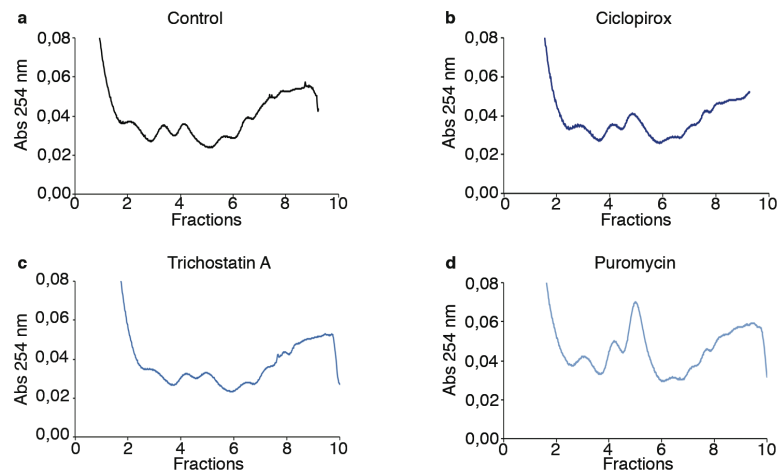

Supplementary Figure 6

**Supplementary Fig. 6 Polysomal profiles of drugs identified by the Connectivity map. (a-d)** Representative polysome profiles performed in untreated AML12 of after short-term treatment (30 minutes) with ciclopirox  $15 \mu\text{M}$ , trichostatin A  $100 \text{ nM}$  and puromycin  $7 \mu\text{M}$ . Puromycin induces a severe increase in 80S peak and a slight decrease in polysomes, while ciclopirox has marginal effects on polysome profile. Trichostatin A does not affect translation. See text for explanations.

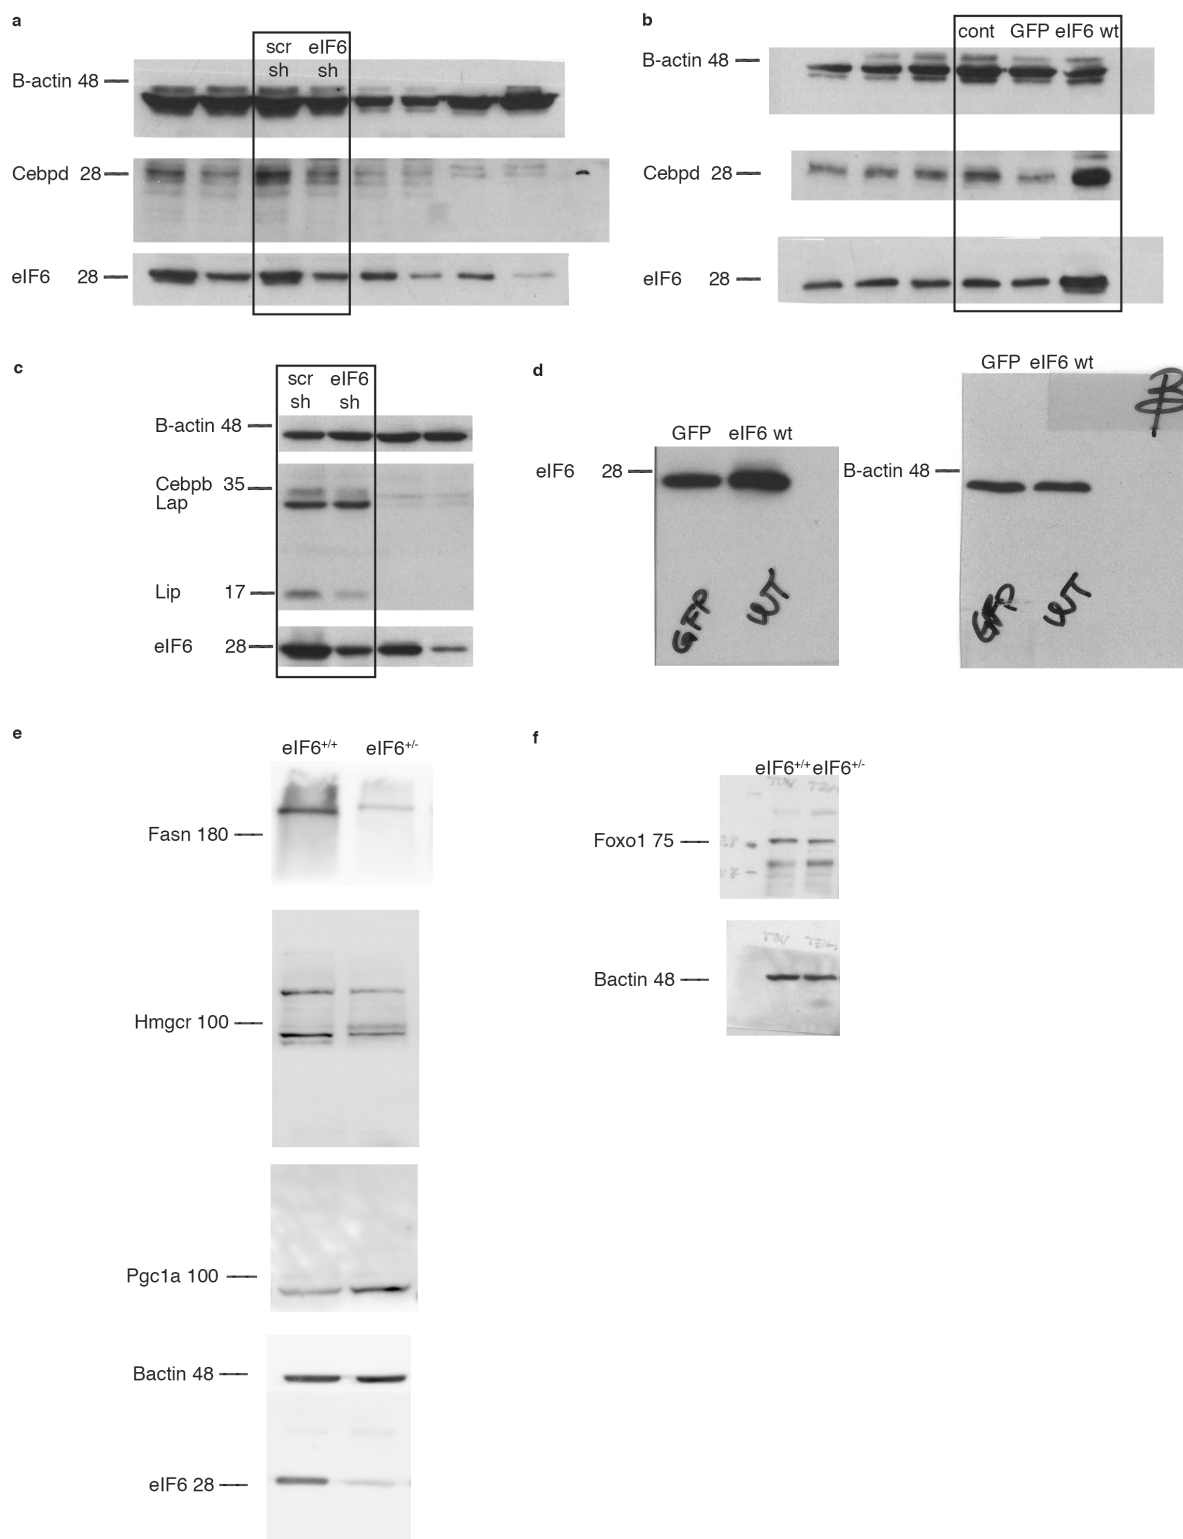

**Supplementary Fig. 7 Uncropped western Blots. (a-b) Figure 3f. (c) Figure 3g. (d) Figure 3h. (e-f). Figure 4e.**

How the deposited data were processed for this re-analysis (not part of the article)

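The data are 16 one-colour Agilent arrays of polysomal and subpolysomal RNA from AML12 hepatocytes with a scramble or an eIF6 shRNA, 4 arrays per group. The authors deposited the output of the scanner software for each array, with an intensity per spot that is corrected for background and not normalized between arrays. They also deposited a table of log2 values, quantile normalized over the 16 arrays. The columns of that table had correlations of 0.995 to 1.000 with the log2 intensities of the same arrays. The headers of the deposited files name Feature Extraction 10.7.3.1 and a scan resolution of 5 micrometres, which differs from the methods. No pair of arrays had identical values.
Intensities were read with data.table 1.17.8 in R 4.3.3. Spots that the scanner software marked as uneven or as outliers were left out, which left 47 values of a probe on an array missing, and the spots of a repeated probe were averaged. A probe was kept when it was well above background on at least 2 arrays of at least 1 group. The log2 intensities of kept probes were quantile normalized over all arrays, and the mean of the kept probes of a gene name was the value of the gene. Of the genes, 19337 had a value on every array. The linear models of limma 3.58.1 were fitted with 4 group means, and 3 contrasts were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. For single genes, the log2 ratio of polysomal to subpolysomal signal of the 4 cultures of each shRNA was also compared by a two-sided exact permutation test. The number of arrays limits the precision, and arrays give no counting error.
The polysome share was the polysomal signal over the sum of both signals of the same replicate number. For the corrected share, the values of eIF6 shRNA cells were multiplied by 0.9. The deviations of arrays from their group means were compared to see which arrays belong together. Gene lists were tested with camera at a correlation of 0.01 between genes, with fry (statmod 1.5.0 installed) and with an estimated correlation. The 8 lists were ribosomal proteins, translation factors, glycolysis, fatty acid synthesis, cholesterol synthesis, oxidative phosphorylation, collagens and histones. Besides 27 genes that the paper names (1 gene set beforehand is not reported here), the text names the 5 genes with the largest decrease and the 5 with the largest increase in translational efficiency. These had to be called, well above background on all 16 arrays and without overlap between the shRNAs. Gene names and probe coordinates (mm9) are those of the deposited files.
The procedure was tested on simulated data, drawn from the gene means of the scramble arrays and each gene's spread, with polysomal signal raised or lowered by 1.5 or 0.75 on the log2 scale in 200 of 19337 genes. The polysomal comparison found 69% of the changed genes (88% of the larger and 50% of the smaller changes) and called 5 unchanged genes. Translational efficiency found 50.5% (72% and 29%) and called 7 unchanged genes. The share without a factor found 38.5% (64% and 13%) and called 2. With the factor of 0.9, 1134 of 19137 unchanged genes were called lower.
The alternatives, set before the data were examined unless stated, were scaling to the 75th percentile or to 7 spike-in probes, another background correction (normexp, offset 50), normalization before the filter or separately for each fraction, 3 other detection filters, the brightest probe in place of the mean, the authors' log2 table, the slide or the replicate number in the model, each replicate left out in turn, the t-tests and other correction factors. Removal of the trend over the GC content of the probes was added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The 5′ UTR analyses of the paper were left out because they need the sequence of the genome, and the Gene Ontology analysis because the lists of terms were not used here.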

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

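The tests of the probes of Eif6, of its rank, of the GC content of the probes and of the calls per stratum of signal, the look at the correlation of one array, and the use of separate normalization and of the slide (alternatives set before) to explain the calls were chosen after the results had been seen, and the counts of outlying arrays, of shared calls of the fractions and of other splits were set before.
Single arrays lay far from the other 3 of their group in 11 of 160 groups of values examined, where chance gives about 8. On the scramble subpolysomal array 4, the log2 signals of Ebf1 (7.65), Scd1 (7.70), Hmgcs1 (11.56) and Ptx3 (7.88) were lowest. Single values also stood out for Fasn (6.96, scramble subpolysomal 1), Elovl6 (9.25, scramble subpolysomal 2), Mlxipl (8.31, eIF6 shRNA subpolysomal 1), Cebpd (9.82, eIF6 shRNA subpolysomal 4) and Ccnb1 (9.45 on eIF6 shRNA subpolysomal 3 and 10.13 on scramble polysomal 4). The share of probes well above background was 57.25% on scramble polysomal 2 and 60.54% to 61.05% on the other 3 arrays. One array that is off in general was tested as the explanation. Of the 10 gene values, 4 lay on the array with the most and the other 6 on 6 other arrays. The mean correlation of that array with its group (0.991) was within the range of the other 3 arrays (0.990 to 0.993). This speaks against a general fault of that array, and a local cause for these 4 genes stays open. On scramble polysomal array 4 the same genes were the highest of their group (8.30, 9.23, 11.83 and 10.41). The cause thus need not lie on the subpolysomal array alone, and it bears on the translational efficiency of these genes. Across all genes the deviations of these 2 arrays had a correlation of -0.0667. No biological explanation was tested, since the arrays of a group share their condition.
The effect of eIF6 shRNA differed between the fractions for 12 named genes, by limma's test of the difference itself. The polysomal change minus the subpolysomal change was -2.58 for Dpep1, -2.54 for Pdgfrl, -2.53 for Ptx3, -2.31 for Col1a2, -2.23 for Rcn3, -1.07 for Eif6, -0.78 for Cebpd, 1.19 for Pde4c, 1.25 for Hist2h3c2, 1.81 for Aldoc, 1.98 for Bdh2 and 2.02 for Hist3h2ba. Without replicate 1, Ptx3 (adjusted p = 0.0531), Hist3h2ba (0.0644), Hist2h3c2 (0.0883) and Cebpd (0.0994) were not called, and the last 2 also lost their call without replicate 2 (0.0607 and 0.24) or 3 (0.0511 and 0.328). Chance was tested with 35 splits of the cultures, of which 1, the real one, gave as many translational efficiency calls. This argues against chance for the calls as a whole, though 35 splits allow no smaller share. Normalization of both fractions together was tested as an explanation: of the 293 called genes, 279 were also called when each fraction was normalized on its own. With the slide in the model, 262 of them were called, and with the trend over the GC content of the probes removed, 249. These values argue against each of these explanations for most of the calls. The calls were spread over 5 equal strata of mean signal, with 49 to 69 in each and 34 to 52 lower calls in each. This argues against lower calls that gather at dim or bright signal. Of the higher calls, 35 lay in the dimmest stratum and 5 to 13 in each of the others. The higher calls thus gathered at dim signal. An effect of eIF6 shRNA on translation is open as a hypothesis, found and tested on the same arrays, beside technical effects that were not tested.
For Eif6 itself, a lower mRNA on polysomes with no change in subpolysomes was not what a loss of mRNA in both fractions alike would give. A single probe that reads another transcript was tested. All 3 probes showed the difference, the weakest with an unadjusted p of 0.0076. Scaling of one fraction against the other was tested by the rank of Eif6, which was 405 from the lowest among 19366 genes and so outside the bulk that a common factor would move. Both tests argue against the explanation they address. An unequal action of the shRNA on mRNA in the 2 fractions may explain the values and stays untested.
The paper's results give no counts for the subpolysomal change. In the fit of all 16 arrays, 2388 genes were lower and 2295 higher, beside 2072 and 2147 on polysomes. With only the subpolysomal arrays in the fit, 2624 were lower and 2586 higher, beside 1723 and 1713 with only the polysomal arrays. Under spike-in scaling the subpolysomal counts were smaller, with 322 lower and 38 higher beside 1019 and 98. Of 35 splits, 1, the real one, gave as many subpolysomal calls, and the same held for the polysomal calls. This argues against chance for both, though 35 splits allow no smaller share. Of the genes lower on polysomes, 71.48% were also lower in subpolysomes, which is consistent with lower mRNA in both fractions for these genes. Total mRNA was not measured on these arrays, so a lower abundance of mRNA stays open as an explanation for most of the genes lower on polysomes.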

How the results depend on the processing

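Removal of the trend over probe GC content was chosen after the data had been seen, and the other alternatives were set before. Of the counts of genes under the alternatives, 96 stayed within 1.5 times the reported count and 54 did not. Of the tests of gene lists, 58 kept their direction and their side of the threshold. Of the values of single genes under the alternatives apart from spike-in scaling and separate normalization, 459 kept theirs, 23 reversed, 9 lost and 4 gained a call. With spike-in scaling, among 37 named genes, 11 of 12 calls were lost and 10 changes reversed in translational efficiency, 9 of 20 calls were lost and 12 changes (1 of them called) reversed on polysomes, and 11 of 14 calls were lost and 9 changes reversed in subpolysomes, beside the shift of all genes given next. Separate normalization lost no call of a named gene, gained that of Ebf1 and reversed the change of Pklr (0.169), both in translational efficiency. The causes of the shifts below were not tested unless stated.
Scaling to the spike-in probes lowered the median change of all genes to -0.472 on polysomes, -0.232 in subpolysomes and -0.208 in translational efficiency. With it, 1019 genes were lower and 98 higher on polysomes, 322 lower and 38 higher in subpolysomes, and 23 lower and 2 higher in translational efficiency, among them 1 (Dpep1) of the 12 named genes called otherwise. In translational efficiency, 408 genes were lower under scaling to the 75th percentile, and 390 were lower and 176 higher with normexp. Without a detection filter 141 were lower, and with the weaker flag 125 were lower and 50 higher, with more genes tested in both. Normalization of each fraction on its own gave 341 lower and 130 higher. The t-test of Supplementary Data 1 gave 1329 lower and 1130 higher uncorrected, and 0 lower and 0 higher with Benjamini-Hochberg. For the corrected share, normexp gave 9662 genes lower, no filter 1125 lower and 25 higher, and the weaker flag 730 lower and 23 higher. The uncorrected t-test gave 5625 lower and 141 higher. No factor gave 103 lower and 26 higher, a factor of 0.6 on the polysomal signal gave 12954 lower and 0.75 gave 3929, so this count moves with the factor. The trend over probe GC content, once removed, left 2164 and 2113 genes lower and higher on polysomes, 2371 and 2232 in subpolysomes, 218 and 74 in translational efficiency and 2201 and 47 in the corrected share.
With each replicate left out in turn, 1477 to 2422 genes were lower and 1335 to 2723 higher on polysomes, and 1442 to 3173 lower and 1278 to 3125 higher in subpolysomes. In translational efficiency 54 to 214 genes were lower and 20 to 133 higher, and in the corrected share 36 to 3058 lower and 3 to 85 higher. Fewer arrays leave less power, but without replicate 4 the counts on polysomes and in subpolysomes, and the lower corrected share, rose to the top of these ranges.
Replicate numbers do not pair the arrays as a whole. Deviations from the group means had a median correlation of -0.0139 between arrays with the same number (over 0.1 in 3 of 24 pairs, with the highest, 0.412, between the 2 polysomal arrays 4, which lay on different slides), and of -0.157 to 0.0296 between the polysomal and subpolysomal arrays of one shRNA and number. Between arrays of 1 slide the median was 0.129. With the replicate number as a block, 2003 genes were lower and 2087 higher on polysomes, 2308 and 2258 in subpolysomes, 220 and 67 in translational efficiency and 1685 and 46 in the corrected share. A block of replicate numbers within cultures, by the paired log2 ratios, gave 102 lower and 27 higher in translational efficiency. With the slide as a block, these counts were 2209 and 2283, 2616 and 2595, and 246 and 87 for the first 3 comparisons.
Among the gene lists, collagens were not called with fry (adjusted p = 0.117), nor without replicate 2, where the range over left-out replicates was 0.00179 to 0.258. Translation factors were called under scaling to the 75th percentile (0.0291). The direction of oxidative phosphorylation reversed under that scaling (adjusted p = 0.332), and that of fatty acid synthesis without replicate 2 or 3 (adjusted p = 0.703 to 0.966 over left-out replicates).
Most reversed values are changes in translational efficiency near 0. The polysomal change of Zfp423 was 0.053 with the brightest probe. In translational efficiency, scaling to the 75th percentile gave -0.0035 for Cebpb and 0.16 for Pklr. With normexp, the values were 0.10 for Pklr, -0.035 for Nr1h3, 0.0046 for Nr1h2 and -0.062 for Cdkn1a. With the brightest probe, they were -0.11 for Acaca and 0.086 for Ccnb1. Without the trend over probe GC content, they were -0.022 for Cebpb, 0.091 for Pklr and 0.056 for Nr1h2. With replicates left out in turn, the range was -0.16 to 0.31 for Srebf1, -0.078 to 0.55 for Srebf2, -0.12 to 0.20 for Hmgcs1, -0.89 to 0.29 for Zbtb16, -0.075 to 0.057 for Pklr, -0.039 to 0.023 for Nr1h3, -0.16 to 0.10 for Nr1h2 and -0.026 to 0.098 for Cdkn1a.
The analyses of 5′ UTR GC content and of upstream AUGs, with all their alternatives, were not run, since they need the genome's sequence. Signal over background limits dim genes: Nr1i2 was well above background on 0 of 4 arrays in 2 of the groups, as were 2 of the 3 probes of Zfp423, and no value of the translational efficiency of Nr1i2, nor of the mean over the probes of Zfp423, is given. The mean of Zfp467 is given with a dim probe included.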

Differences from the paper's values

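The comparison with the P values of Fig. 3e on polysomes was chosen after the values had been seen, and removal of the trend over probe GC content, which is counted among the alternatives here and reached none of the paper's values below, was added after the data had been seen. All other alternatives were set before the data were examined.
The paper reports more than 1000 mRNAs (the paper's value) with lower polysomal occupancy. The text beside it does not define the measure. The legend of Fig. 3b speaks of a ratio normalized by the quantile method and names no test for it. In Supplementary Data 1, 1126 lines (the paper's value) are lower at an unadjusted p under 0.05 in the paper's paired t-test on the polysomal share, which is also more than 1000. Taken as translational efficiency by limma, the reported number stands against 215 genes called lower here. Among 20 alternatives, which gave 0 to 1329 genes, the uncorrected t-test of Supplementary Data 1 (1329) exceeded the paper's value, and the other 19 did not come within 1.5 times of it. At an unadjusted p of 0.05, limma gave 1423 genes lower in translational efficiency. Taken as the polysomal change, it stands against 2072 genes called lower here, which also exceeds the paper's value.
After correction for polysome occupation, the paper's value is 5312 genes lower, and 2292 were called here. Among 19 alternatives, which gave 36 to 12954 genes, the uncorrected t-test of Supplementary Data 1 (5625) and the factor of 0.75 on the polysomal signal (3929) came within 1.5 times of it, and the others did not. At an unadjusted p of 0.05, limma with the factor of 0.9 gave 5908 genes lower.
For Zfp467, the log2 change in translational efficiency from the paper's Supplementary Data 1 is -0.54, and here it was -0.22. This mean includes 0.28 from a probe well above background on 1 of 4 subpolysomal arrays of eIF6 shRNA cells. The other probes of Zfp467 gave -0.30, -0.48 and -0.36. Scaling to the 75th percentile, the brightest probe and spike-in scaling gave values within the paper's, and the other 14 of 17 alternatives did not.
The P values of Fig. 3e, read by eye and written here as minus log10, are about 6.3 for Cebpd, about 3.6 for Zfp423, about 11 for Ebf1, about 7.3 for Zfp467 and about 8.5 for Aebp1, which are the paper's. On the same scale, the unadjusted p of the change in translational efficiency was here 3.56 for Cebpd, 0.816 for Zfp423 (over 3 probes, 2 of them not well above background in subpolysomes), 2.43 for Ebf1, 0.662 for Zfp467 and 1.66 for Aebp1. The value for Zfp467 includes its dim probe. For none of the 5 genes did any of the 17 alternatives give a value within the paper's. The unadjusted p of the polysomal change, a comparison chosen after seeing the values, was 6.13, 3.38, 10.6, 5.81 and 8.10 on this scale in the same order.
The paper states that eIF6 shRNA lowered the polysomal occupancy of C/EBPβ mRNA, from another measurement (Supplementary Fig. 3e). On these arrays the polysomal change of Cebpb was 0.13 (adjusted p = 0.617 from limma), and -0.338 (adjusted p = 0.715) under spike-in scaling, which has the paper's direction but lies above the median of all genes there (-0.472). Fig. 3e lists a negative log2 fold change for each of its transcription factors. In translational efficiency the 4 with a value here and the brightest probe of Zfp423 changed below 0, and Cebpd was called over all genes. Ebf1 was called as well under scaling to the 75th percentile, with each fraction normalized on its own and with the slide in the model.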

Other observations

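The tests of the correction factor, of the spike-in signal, of the collagen list, of the excess in the 4 brighter strata and of removal of the GC trend were chosen after the results had been seen, and the others were set before.
The corrected polysome share was tested against other assignments of the label and the factor to 4 of the 8 cultures. In 8 of 70 assignments, the real one included, as many genes were lower, so chance cannot be excluded for this count. Other assignments called up to 3572 genes, and those with 2 cultures of each shRNA on both sides up to 3346. The correction factor itself fits as the source of most calls, since 103 genes were lower without it.
More genes were lower (215) than higher (78) in translational efficiency. Signal intensity was tested as an explanation. Lower calls outnumbered higher calls in 4 of 5 strata of mean signal, and in the dimmest stratum 34 genes were lower and 35 higher. The excess may thus depend on signal among the dimmest genes. In the other 4 strata 75.9% to 89.8% of the calls were lower, which argues against signal intensity as the cause of the excess there. GC content of the probes was tested in the same way. Lower calls outnumbered higher calls in 4 of 5 strata of probe GC content, with 27 genes each way in the stratum with the lowest GC content. With the trend over probe GC content removed, 218 genes were lower and 74 higher, and lower calls outnumbered higher calls in each stratum. This argues against the GC content of the probes as the whole cause of the excess.
The change in translational efficiency fell with the GC content of the probes, with a Spearman's rho of -0.254 across genes (-0.262 to -0.188 under the other alternatives apart from removal of the trend). The median probe GC content was 45% for the genes lower in translational efficiency, 40% for those higher and 43.3% for the others. An effect of the probe's own GC content was tested among the probes of one gene name. Some of these probes are annotated to different transcripts, as for Eif6 and Zfp467, so the test does not fully hold the mRNA fixed. In 4732 genes with 10627 probes, the log2 change had a slope of -0.107 per 10% GC (standard error 0.00688), close to the slope over all probes (-0.122). The slope within genes was 0.104 for the subpolysomal and -0.00316 for the polysomal change. Differences between single cultures were tested too. The slopes of the log2 ratio of polysomal to subpolysomal signal were -0.165 ± 0.0352 (SD, n = 4) in eIF6 shRNA and -0.04 ± 0.0276 (SD, n = 4) in scramble cultures, without overlap (exact permutation p = 0.0286), which argues against single cultures as the cause. The paper reports GC-rich 5′ UTRs for the mRNAs most inhibited by eIF6 depletion. Where genes are chosen by translational efficiency, a candidate explanation for part of such a relation on these arrays is the GC content of the probes, through labelling or hybridization of the subpolysomal RNA. For genes chosen by the polysomal change it has little to explain, since that change hardly followed probe GC content (Spearman's rho of -0.0364 across genes). The 5′ UTR itself was not analysed here, and a biological effect of GC content in the mRNA stays open beside it.
Gene signal over spike-in signal was lower in eIF6 shRNA than in scramble cells by a log2 difference of -0.448 in polysomal RNA (exact permutation p = 0.486) and of -0.269 in subpolysomal RNA (exact permutation p = 0.343). Less mRNA in the labelled RNA of eIF6 shRNA cells cannot be told apart from variation between arrays, because the arrays of each group differ by more than this.
Collagen mRNAs were lower in translational efficiency as a list. Without the 5 most lowered members the median log2 change was -0.0281. Leaving out the lowest values cannot lower a median, so this does not decide whether collagens change as a class. Signal intensity was tested with 10000 random lists matched on mean signal, whose medians centred on 0.0142, so signal intensity by itself did not lower them. A share of 0.0706 of these lists had a median as low as that of collagens, so chance among lists of this size is not excluded for the median.
Genes of the paper that are not reported on these arrays at a claim had the following values. The polysomal change was 0.13 for Cebpb (adjusted p = 0.617, and -0.338 under spike-in scaling) and -0.016 for Atf4 (adjusted p = 0.962), whose subpolysomal change was -0.54 (adjusted p = 0.0162) and whose translational efficiency changed by 0.52 (adjusted p = 0.307). Of 8 genes of lipid synthesis, Elovl6 was called on polysomes (-0.50, adjusted p = 0.00495) but not under spike-in scaling (adjusted p = 0.431), and none was called in subpolysomes or in translational efficiency by limma. The smallest unadjusted p in translational efficiency was 0.219. The probe of Ppargc1a that was well above background on all 16 arrays rose by 1.72 on polysomes, by 1.53 in subpolysomes and by 0.19 in translational efficiency. The other probe of Ppargc1a was well above background on 0 of 4 arrays in 3 of the groups, so the means over both probes (1.99 on polysomes and 0.95 in subpolysomes) do not compare the fractions. Pklr rose by 0.94 in both fractions and Cdkn1a by 0.50 and 0.48. Scaled to the spike-in probes, the changes of these 3 genes (for Ppargc1a the means over both probes) kept their sign, and the polysomal change of Ppargc1a was the only one called (adjusted p = 0.0335). The subpolysomal change of Atf4 was not called under scaling to the 75th percentile (adjusted p = 0.123).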
